# Differential susceptibility of male and female germ cells to glucocorticoid-mediated signaling

**DOI:** 10.7554/eLife.90164

**Published:** 2024-01-16

**Authors:** Steven A Cincotta, Nainoa Richardson, Mariko H Foecke, Diana J Laird

**Keywords:** glucocorticoid, cortisol, germ cell, fetal oocyte, prospermatogonia, stress, Mouse

## Abstract

While physiologic stress has long been known to impair mammalian reproductive capacity through hormonal dysregulation, mounting evidence now suggests that stress experienced prior to or during gestation may also negatively impact the health of future offspring. Rodent models of gestational physiologic stress can induce neurologic and behavioral changes that persist for up to three generations, suggesting that stress signals can induce lasting epigenetic changes in the germline. Treatment with glucocorticoid stress hormones is sufficient to recapitulate the transgenerational changes seen in physiologic stress models. These hormones are known to bind and activate the glucocorticoid receptor (GR), a ligand-inducible transcription factor, thus implicating GR-mediated signaling as a potential contributor to the transgenerational inheritance of stress-induced phenotypes. Here, we demonstrate dynamic spatiotemporal regulation of GR expression in the mouse germline, showing expression in the fetal oocyte as well as the perinatal and adult spermatogonia. Functionally, we find that fetal oocytes are intrinsically buffered against changes in GR signaling, as neither genetic deletion of GR nor GR agonism with dexamethasone altered the transcriptional landscape or the progression of fetal oocytes through meiosis. In contrast, our studies revealed that the male germline is susceptible to glucocorticoid-mediated signaling, specifically by regulating RNA splicing within the spermatogonia, although this does not abrogate fertility. Together, our work suggests a sexually dimorphic function for GR in the germline, and represents an important step towards understanding the mechanisms by which stress can modulate the transmission of genetic information through the germline.

## Introduction

The impact of stress on mammalian reproductive capacity has long been appreciated. The hypothesis that psychological stress not only limits the ability to conceive, but may also impact the health of offspring has gained considerable attention in recent years. A growing body of work has demonstrated that rodent models of stress can induce a variety of neurologic and behavioral responses that may persist across generations, even in generations unexposed to the initial stressor (Franklin et al., 2010; Wu et al., 2017; Gapp et al., 2014; Franklin et al., 2011; Weiss et al., 2011; Saavedra-Rodríguez and Feig, 2013; Babb et al., 2014; Manners et al., 2019; Bohacek et al., 2015; Gapp et al., 2017; Razoux et al., 2017; Chan et al., 2020). The persistence of such responses for up to three generations suggests that stress signals can induce epigenetic changes in the germline that propagate. As the committed precursors of eggs and sperm established during early embryogenesis, germ cells are responsible for transmitting genetic as well as epigenetic information across generations. Perturbations of the messenger can potentially corrupt the transmission of this information, thus understanding the mechanism by which stress can lead to epigenetic alterations in the germline remains a crucial unanswered question.

It has been demonstrated that prenatal treatment of rodents with synthetic glucocorticoid stress hormones is sufficient to recapitulate the transgenerational changes seen in physiologic stress models; however, it remains unclear how glucocorticoids are sensed and remembered by developing germ cells (Short et al., 2016; Moisiadis et al., 2017; Constantinof et al., 2019b; Constantinof et al., 2019a). Multigenerational effects of preconception paternal exposures to stress were shown to rely on an indirect mechanism; glucocorticoid (cortisol) altered the small RNA cargo released in extracellular vesicles from epididymal epithelial cells to maturing sperm (Chan et al., 2020; Short et al., 2016). These hormones bind and activate the nuclear hormone receptor glucocorticoid receptor (GR; encoded by the *Nr3c1* gene), thus implicating GR-mediated signaling in transgenerational inheritance of stress. The engagement of GR with its ligand in the cytoplasm promotes translocation to the nucleus where it then binds DNA response elements and recruits transcriptional cofactors to modulate target gene expression. As such, GR functions as a ligand-inducible transcription factor, allowing for robust changes to gene expression in response to stress hormones. While GR is known to be a potent transcriptional regulator in a wide variety of cell types (Whirledge and DeFranco, 2018), its function and targets in the cells of the developing gonad remain less clear.

Abundant levels of GR have been identified in the Leydig and peritubular myoid cells of the testis (Stalker et al., 1989; Schultz et al., 1993; Biagini and Pich, 2002; Weber et al., 2000; Hazra et al., 2014), which supports the possibility that stress is sensed by somatic cells, which in turn elicit epigenetic changes in germ cells. Prior evidence for GR expression in the germ cells is sparse. In the adult mouse testis, one study suggested GR expression was limited to primary spermatocytes (Schultz et al., 1993), while others suggested that GR is expressed in both spermatogonia as well as spermatocytes (Biagini and Pich, 2002; Weber et al., 2000). In humans, multiple studies have shown robust GR expression in differentiating spermatogonia, as well as low expression in primary spermatocytes (Nordkap et al., 2017; Welter et al., 2020). In the female, a single study of the human fetal ovary found evidence for GR expression by IHC in the oocytes of a 9-week-old embryo (Poulain et al., 2012), although expression was heterogeneous across the tissue. A more recent study of mouse fetal oocyte development using single-cell RNA-sequencing revealed increasing expression of GR in the oocytes between E12.5 and E14.5 (Ge et al., 2021). Together these data suggest that GR may be expressed in the rodent / human germline, but in limited developmental windows. However, no studies to date have directly assessed the cell-intrinsic role of GR in the germ cells. While several publications describe a variety of responses of the male and female germline to glucocorticoid treatment (Short et al., 2016; Poulain et al., 2012; Orazizadeh et al., 2010; Ren et al., 2021; Mancini et al., 1966; Yazawa et al., 2000; Mahmoud et al., 2009; Gapp et al., 2021; González et al., 2010; Tohei et al., 2000; Wei et al., 2019; Yuan et al., 2020; Yuan et al., 2016), it is unclear whether such changes arise from direct action of glucocorticoids on germ cells, or the indirect effects of systemic glucocorticoid treatment on hormone production by gonadal somatic cells and/or the hormone producing cells of the hypothalamus and pituitary.

Here, we characterized the expression of GR in the germline of the developing and adult mouse gonads, and determined the role of GR in normal germline formation and function. We discovered that GR is expressed in the female germline exclusively during fetal development, but absent from the adult oocyte. We demonstrated that the female germline is, surprisingly, resistant to changes in GR signaling. Negligible changes in transcription or meiotic progression of fetal oocytes resulted from either genetic deletion or agonism of GR with dexamethasone (dex), suggesting that the female germline is intrinsically buffered from changes in GR signaling. In contrast, we found that GR is expressed in pro-spermatogonia of the perinatal testis and spermatogonia of the adult testis, and transcriptomic analysis of germ cells from dex-treated males revealed a potential role of GR in regulating RNA splicing. Together our data confirm the dynamic spatiotemporal regulation of GR expression in both the male and female germ cells, and suggest a sexually dimorphic role for this receptor in the mammalian germline.

## Results

### Spatiotemporal expression of GR and novel isoforms in fetal oocytes

To assess GR expression in the developing female germline, we performed immunofluorescence (IF) on mouse fetal ovaries ranging from embryonic day (E) 12.5 through E18.5. Female germ cells, identified by either *Pou5f1*-GFP (*Pou5f1-ΔPE-eGFP* transgene) or TRA98, showed robust levels of GR starting at E13.5, which waned as development progressed (Figure 1A). GR consistently localized to the nucleus of fetal germ cells, irrespective of developmental stage, suggesting that GR may function as a transcription factor within the female germline (Figure 1B). To rigorously quantify GR expression dynamics in germ cells, we normalized GR expression levels to DAPI signal at the individual cell level, using the membrane marker wheat germ agglutinin (WGA) for segmentation (Figure 1—figure supplement 1A). These studies confirmed that GR expression in the germline decreased from E13.5 to E18.5 (Figure 1C).

**Figure 1.**
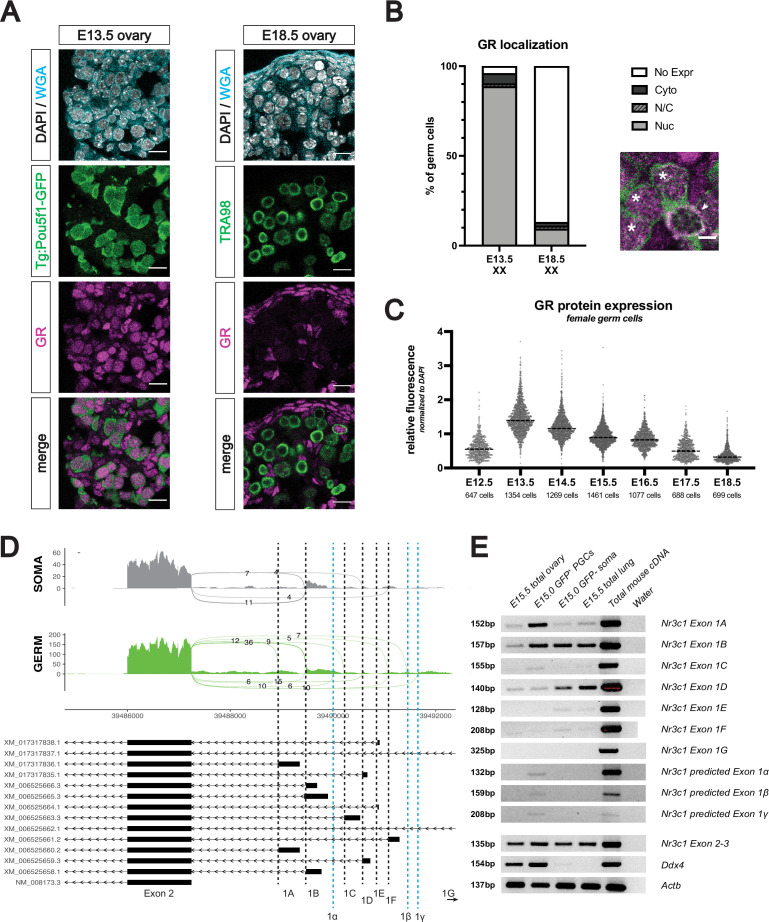
The glucocorticoid receptor is expressed in the developing fetal oocyte. (**A**) IF staining showing expression of GR in mouse fetal ovary sections at E13.5 (left) and E18.5 (right), counterstained with DAPI. Germ cells are marked by either transgenic *Pou5f1*-GFP or TRA98. Cellular membranes were stained with wheat germ agglutinin (WGA) to facilitate computational segmentation of individual cells. Scale bars: 15 μm. (**B**) Quantification of GR subcellular localization within germ cells of the fetal ovary. Cells from the ovaries of three individual embryos were scored, with a total of 1423 cells and 859 cells analyzed at E13.5 and E18.5, respectively. Zoomed in image showing examples of both nuclear (asterisk) and cytoplasmic (arrowhead) GR staining in germ cells. Scale bar: 5 μm. (**C**) Quantitative IF analysis of relative GR protein expression in the germ cells across developmental time. Individual cells were computationally segmented using WGA, and GR protein levels were normalized to DAPI on an individual cell basis. Images and total cell numbers counted were obtained from a minimum of three ovaries from three individual embryos at each developmental stage. (**D**) Sashimi plots showing differences in alternative exon 1 splicing events at the *Nr3c1* locus between ovarian germ and somatic cells. Plots were generated from paired-end RNA-seq data of E15.5 germ and somatic cells (saline control; Figure 3A). Previously annotated exon 1 variants have been arbitrarily labeled as exons 1 A through 1 G (with exon 1 A being closest to exon 2). Three novel exon 1 splice sites identified in this study have been labeled as predicted exons 1α, 1β, and 1γ (marked by the dotted blue lines). (**E**) RT-PCR validation of exon 1 variant usage in bulk E15.5 ovary, as well as sorted populations of germ and somatic cells at E15.0. Total mouse cDNA and water serve as positive and negative controls for all reactions, respectively. E15.5 total lung lysate serves as a positive control for GR expression. Primer set spanning *Nr3c1* exon 2–3 junction (present in all isoforms) was used as a positive control for total *Nr3c1* transcript. Figure 1—source data 1.Original blot file (1 of 3) for RT-PCR in Figure 1E (*Nr3c1* exons 1 A, 1B, 1 C, 1D, 1E and 1 F). Figure 1—source data 2.Original blot file (2 of 3) for RT-PCR in Figure 1E (*Nr3c1* exons 1 G, *Nr3c1* exon 2–3, and *Ddx4*). Figure 1—source data 3.Original blot file (3 of 3) for RT-PCR in Figure 1E (*Nr3c1* exons 1α, 1β, 1γ, and *Actb*). Figure 1—source data 4.PDF file containing Figure 1E with original RT-PCR blot files, highlighting bands used in Figure 1E with sample annotations.

**Figure 1—figure supplement 1.**
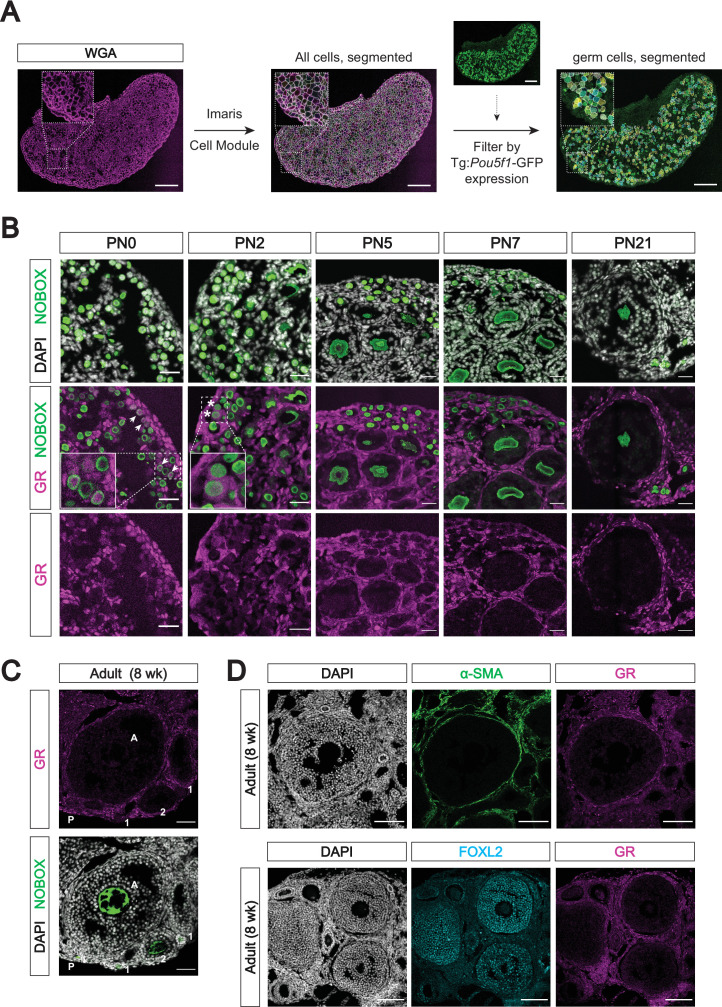
The glucocorticoid receptor is not expressed in the late postnatal and adult oocyte. (**A**) Representative images of computational cell segmentation in histologic sections using Imaris’s Cell module. WGA was used to stain all cellular membranes, and expression of a germ cell marker (here *Pou5f1*-GFP) was used to filter out germ cells from somatic cells. Scale bars: 100 μm. (**B**) IF staining showing expression of GR in mouse postnatal ovary sections at PN0, PN2, PN5, PN7, and PN21. Oocytes are marked by NOBOX, and all nuclei are stained with DAPI. Cortical oocytes with remaining GR expression at PN0 are marked by arrowheads, and few remaining oocytes with cytoplasmic GR at PN2 are marked by asterisks. Scale bars: 30 μm. (**C**) IF staining showing GR expression in the adult mouse ovary at 8 weeks of age. Different follicular stages were determined based on classic morphological features, and are abbreviated as follows: P - primordial follicle; 1 - primary follicle; 2 - secondary follicle; A - antral follicle. Oocytes are marked with NOBOX, and nuclei are stained with DAPI. Scale bars: 50 μm. (**D**) IF staining showing co-expression of GR and somatic cell markers in the adult ovary. The theca interna layer is broadly marked by smooth muscle actin (α-SMA; top), and the granulosa cells are marked by FOXL2 (bottom). Scale bars: 100 μm.

At postnatal day 0 (PN0), IF revealed a small number of oocytes at the cortex of the ovary with nuclear GR, with expression declining and virtually absent by PN2 (apart from sporadic cortical oocytes with cytoplasmic GR; Figure 1—figure supplement 1B). GR was not expressed in postnatal oocytes between PN5 and PN21, nor in adult oocytes of all follicular stages (Figure 1—figure supplement 1C). In the somatic compartment, GR was virtually absent from FOXL2^+^ granulosa cells, but was strongly expressed in the theca cell layer (marked by α-SMA McKey et al., 2020) from as early as PN7 through adulthood (Figure 1—figure supplement 1D).

It has been hypothesized that spatiotemporal differences in GR expression across different tissues can be due to the use of alternative, non-coding *Nr3c1* exon 1 splice isoforms in different cell types (Turner et al., 2006). To explore this possibility, we looked for evidence of exon 1 alternative splicing in our paired-end RNA-seq data of E15.5 sorted *Pou5f1*-GFP^+^ germ cells and GFP^–^ somatic cells (see Figure 2D for details). Sashimi plots visualizing the junctions between exon 2 and known exon 1 variants demonstrated that while somatic cells exclusively use exon 1B, 1D, and 1 F, female germ cells use a much wider range of known exon 1 variants, including 1 A, 1B, 1 C, 1D, and 1 F (Figure 1D). Surprisingly, we also found evidence of three novel splice isoforms exclusively in the germ cells, labeled here as predicted exons 1α, 1β, and 1γ (Figure 1D, blue lines). These cell-type-specific patterns of exon 1 isoform usage were validated using RT-PCR on bulk and sorted populations, with primers designed specifically to amplify each of the known and predicted exon junctions (Figure 1E). This wider diversity of *Nr3c1* exon 1 variants in the female germline suggests that alternative promoters may be cooperatively regulating the expression of GR, thus leading to the more dynamic temporal regulation of GR seen in the germline in comparison to the soma.

**Figure 2.**
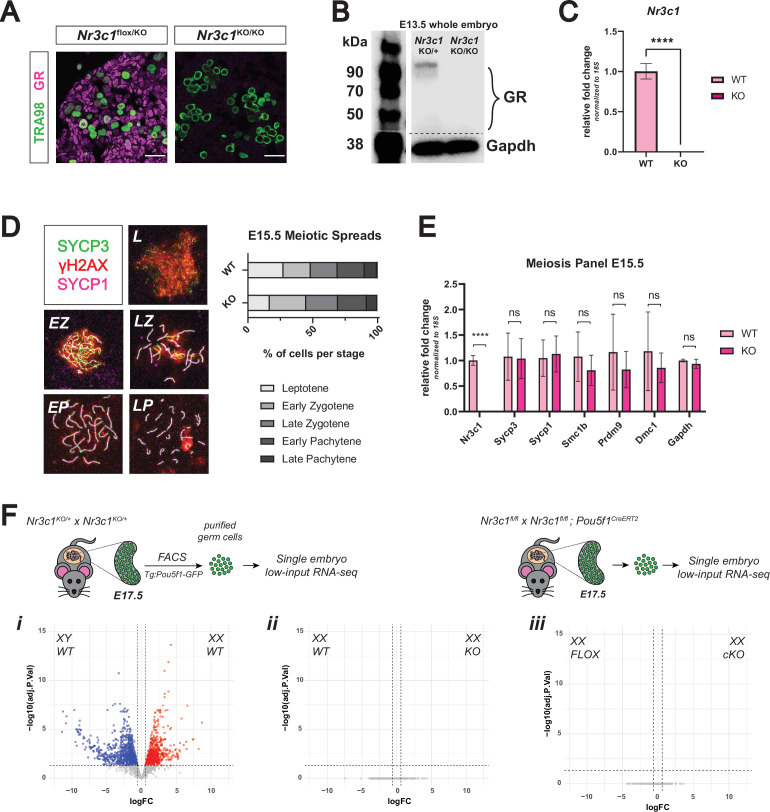
Genetic deletion of the glucocorticoid receptor leads to minimal changes in fetal oocytes. (**A**) IF staining for GR in E17.5 ovaries. *Nr3c1*^flox/KO^ ovaries, which contain one functional floxed allele of GR show robust GR expression, whereas *Nr3c1*^KO/KO^ ovaries homozygous for the deletion allele show complete loss of GR. Scale bars: 30 μm. (**B**) Western blot performed on whole cell lysate prepared from entire E13.5 embryos of different genotypes. Membranes were blotted with a GR antibody that recognizes all known GR isoforms, as well as GAPDH as a loading control.(**C**) qRT-PCR on bulk E15.5 WT (n=3) and KO (n=5) ovaries for *Nr3c1*, normalized to 18 S ribosomal RNA housekeeping gene using 2^-ΔΔCt^ quantification method. Data are mean ±s.d., and p-values were calculated for each gene using a two-tailed, unpaired t-test, where ****: p≤0.0001. (**D**) Meiotic spreads performed on germ cell nuclei from E15.5 WT and GR KO ovaries, Left: representative images of meiotic prophase I staging of spreads co-stained with SYCP3 (green), SYCP1 (magenta), and γH2AX (red). Right: Quantification of relative substages based on manual scoring. For WT spreads, a total of 590 nuclei from five embryos were counted; For GR KO spreads, a total of 817 nuclei from seven embryos were counted. L: Leptotene; EZ: Early Zygotene; LZ: Late Zygotene; EP: Early Pachytene; LP: Late Pachytene. (**E**) qRT-PCR on bulk E15.5 WT (n=3) and KO (n=5) ovaries for a panel of meiotic genes, normalized to 18 S ribosomal RNA housekeeping gene using 2^-ΔΔCt^ quantification method. *Nr3c1* serves as a positive control to confirm complete GR knockout, and *Gapdh* serves as an unchanged negative control. Data are mean ±s.d., and p-values were calculated for each gene using a two-tailed, unpaired t-test, where ****: p≤0.0001, n.s.: not significant. (**F**) Bulk RNA-seq performed on Tg:*Pou5f1*-GFP^+^ sorted germ cells from E17.5 gonads. For each genotype, three to four single-embryo biological replicates were used for low-input library prep followed by 3’ Tag-Seq. Volcano plots show differentially expressed genes (logFC ≥0.6; adjusted p-value ≤0.05) between: (i) WT male and WT female germ cells, (ii) WT and GR KO female germ cells, and (iii) *Pou5f1*-CreERT2^+^ GR conditional knockout (cKO) female germ cells and floxed Cre-negative controls. Figure 2—source data 1.Original blot file for western blot in Figure 2B (anti-GR and anti-GAPDH). Figure 2—source data 2.PDF files containing Figure 2B, highlighting bands used in Figure 2B with sample annotations.

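Panels ii and iii were recomputed from the deposited counts of 13 female libraries, and the male libraries of panel i were not analysed here. The paper's own deposited tables of these comparisons hold 3631 genes each, with the same mean expression per gene in both, and in each table 0 genes have an adjusted p-value ≤0.05. The paper's tables give 147 genes an unadjusted p-value under 0.05 for KO against WT and 89 for cKO against the floxed controls. The lowest adjusted p-value in the paper's tables is 0.995 for KO and 0.9996 for cKO. Of these genes, 3598 were also tested here, and across them the paper's log2 fold changes and the recomputed ones had a Pearson correlation of 0.866 for KO and 0.879 for cKO. Their signs were the same for 92.3% and 92.7% of these genes, which are not independent replicates. The paper's text does not name the libraries of its fit. In each of its tables, 2 genes had 0 counts in all 13 female libraries, so that fit may have held other libraries. The gene with the lowest p-value in the paper's table for KO is *Lsm14b* (ENSMUSG00000039108.14), on chromosome 2 of mm10 from 180024987 to 180035465. Its recomputed level was 781 ± 154 CPM, the count scaled to the library's size, in KO and 374 ± 108 CPM in WT germ cells (SD, n = 3 embryos each). This is a log2 fold change of 1.06 (standard error 0.34), with an adjusted p of 0.847 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Every KO embryo was above every WT embryo (exact permutation test, two-sided, p = 0.1, the smallest p that 3 embryos against 3 allow).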

**Figure 2—figure supplement 1.**
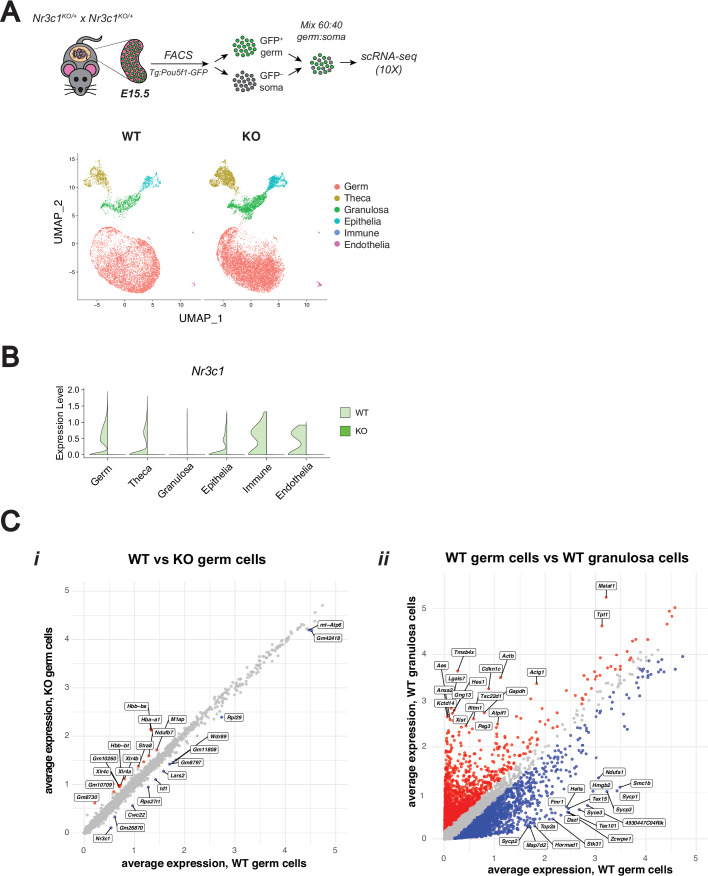
scRNA-seq confirms genetic deletion of the glucocorticoid receptor leads to minimal changes in fetal oocytes. (**A**) 10 X Single-cell RNA-sequencing performed on E15.5 WT and GR KO ovaries. A total of n=4 WT ovaries and n=2 KO ovaries were each pooled prior to sorting to enrich for *Pou5f1*-GFP^+^ germ cells. UMAP clustering on WT and KO cells, colored by cell type. A total of 24,547 cells post-filtering were analyzed. (**B**) Violin plot showing *Nr3c1* transcript expression in WT vs KO cells across each cell type, confirming GR deletion. (**C**) Scatter plots comparing log1p normalized average gene expression across total cells of particular conditions: (i) WT vs KO cells within the germ cell cluster, and (ii) WT germ vs WT granulosa cells as a positive control for differential expression analysis. Differentially expressed genes (logFC ≥0.25; adjusted p-value ≤0.05) are labeled in blue or red.

### Genetic deletion of GR leads to minimal changes in the female germline

The strong, nuclear localization of GR in germ cells of the fetal ovary led us to hypothesize that GR may be functioning as a transcriptional regulator of early oocyte development. This possibility was raised in a single-cell RNA-seq study of the developing mouse ovary that noted that GR expression is highly correlated with progression of fetal oocytes through prophase I (Ge et al., 2021). In zebrafish, genetic ablation of GR led to accelerated ovarian aging and decline in fertility later in life (Maradonna et al., 2020; Faught et al., 2020; Facchinello et al., 2017). To interrogate the potential role of GR in meiosis, we utilized a mouse line with a constitutive genetic deletion of GR. *Nr3c1* exon 3 floxed mice were crossed to a constitutive β-actin Cre mouse line to generate a constitutive null allele of GR (henceforth referred to as ‘KO’). *Nr3c1* exon 3 deletion has previously been shown to result in efficient loss of functional GR protein (reviewed extensively elsewhere Whirledge and DeFranco, 2018), which we confirmed by IF at E17.5 (Figure 2A), immunoblot at E13.5 (Figure 2B), and qRT-PCR at E15.5 (Figure 2C). To functionally test whether meiotic progression was delayed or disrupted following loss of GR, we scored meiotic prophase I in spreads for E15.5 WT and KO ovaries stained for SYCP3, SYCP1, and γH2AX (Figure 2D). No significant changes in substage distribution could be detected between WT and KO nuclei, suggesting that loss of GR does not disrupt meiotic progression. qRT-PCR on E15.5 WT and KO bulk ovary tissue for a panel of genes known to have important roles in meiotic progression similarly revealed no changes in the transcription of meiotic genes (Figure 2E).

To assess whether GR regulates the transcriptional landscape of alternative cellular pathways in the female germline, we employed two orthogonal transcriptomic approaches. We first performed low-input RNA-seq on FACS-sorted *Pou5f1*-GFP^+^ germ cells from individual WT and KO ovaries at E17.5. 

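Each library was made from the germ cells of 1 embryo with a 3' Tag-Seq protocol, in which reads start near the 3' end of polyadenylated transcripts. The deposited count table holds 13 female libraries collected at E17.5. From the constitutive cross there are 3 WT and 3 KO embryos. From a conditional cross, in which tamoxifen activates a Cre recombinase expressed from *Pou5f1*, there are 4 Cre-positive embryos (cKO) and 3 Cre-negative embryos with the floxed allele (flox), all from dams given 125 μg / g tamoxifen at E10.5. The authors trimmed adapters with cutadapt, aligned the reads to mm10 with STAR and counted the reads on each gene with featureCounts, and they deposited these counts without normalization. Between 2048706 and 3674989 reads per library were counted on genes. The totals ran from 2204231 to 3674989 in WT (median 2330330), from 2082062 to 2563950 in KO (median 2483236), from 2048706 to 2477574 in flox (median 2155865) and from 2513724 to 2888881 in cKO (median 2730451.5). Between 12946 and 15629 genes per library had at least 1 count. Of the 55335 genes in the table, 33297 had 0 counts in all 13 libraries and 13086 passed edgeR's filterByExpr (minimum count 10, minimum total count 15) and were tested. Counts were normalized by the TMM method and tested with edgeR's quasi-likelihood F test, in a single fit of all 13 libraries with a mean for each of the 4 groups. Genes with a Benjamini-Hochberg adjusted p-value ≤0.05 were called differentially expressed. Levels of single genes are given as CPM, counts scaled to the library's total and its TMM factor. No molecular identifiers are described for the libraries, so reads are not independent molecules, and a lower bound on a fold change that rests on a floor of 3 counts covers counting error only.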

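The gene that encodes GR, *Nr3c1* (ENSMUSG00000024431.15), lies on chromosome 18 of mm10 from 39410545 to 39519421. Its level was 44.6 ± 25.3 CPM in KO germ cells and 44.6 ± 14.8 CPM in WT germ cells (SD, n = 3 embryos each), with 54 to 167 counts in KO and 61 to 216 counts in WT. The log2 fold change of KO against WT was −0.00 (standard error 0.53, 95% confidence interval −1.11 to 1.10), with an adjusted p of 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The groups overlapped (exact permutation test, two-sided, p = 0.9, with 0.1 the smallest p that 3 embryos against 3 allow). With each of the 13 libraries left out in turn, this log2 fold change ranged from −0.56 without KO replicate 3 to 0.28 without KO replicate 2, and its sign changed in 8 fits. The deleted exon 3, from 39428617 to 39428780, has 164 bp and is followed by 3475 or 4917 bp of transcript up to the 3' end in the 2 annotated transcripts with 9 exons. The counts are given per gene and do not show which exon a read came from.

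**Figure D1:**
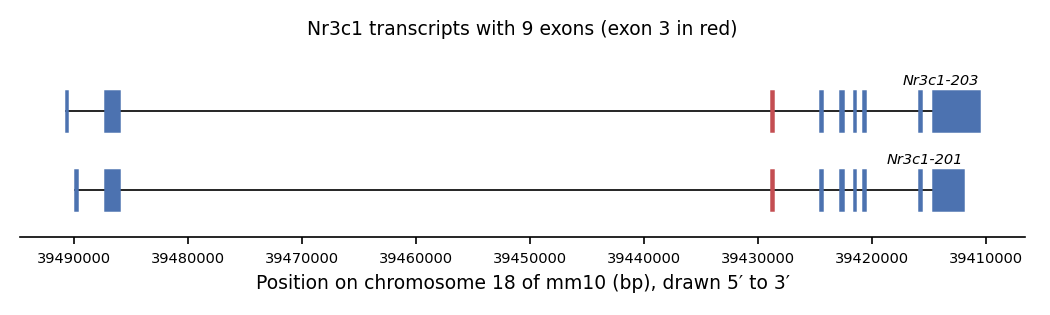
The 2 annotated *Nr3c1* transcripts with 9 exons, drawn from 5' to 3' along chromosome 18 of mm10 (position in bp), with exons as boxes and exon 3 in red. The last exon, where reads near the 3' end fall, starts at 39414634 and lies downstream of exon 3 in both transcripts.

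Across all 13086 tested genes, 0 were called differentially expressed between KO and WT, and 761 had an unadjusted p-value under 0.05, of which 309 were higher and 452 lower in KO. Of the alternatives tried, testing every gene with at least 1 count moved this number most, to 15 of 22038 genes (2 higher, 13 lower in KO). DESeq2's Wald test called 12 of 15148 genes, 9 of which had a library with 0 counts. Without WT replicate 3, edgeR called 2 genes, *Acp1* and *Ablim1*, both higher in KO. The same fit also called both genes as higher in flox than in WT, where neither group lacks GR, so these calls do not show an effect of GR loss.
The lowest adjusted p was 0.303 and was shared by *Rpl23a* and *Rgl2*. *Rpl23a* (ENSMUSG00000058546.8, chromosome 11, 78180932 to 78183584), which encodes a ribosomal protein, was at 33.2 ± 7.93 CPM in KO and 143 ± 15.3 CPM in WT (SD, n = 3 each). Its log2 fold change was −2.11 (standard error 0.42), and every KO embryo was below every WT embryo. The annotation overlaps 39.5% of the gene with *Tlcd1* and 3 small nucleolar RNA genes, where the authors' counting could have left reads out. *Rgl2* (ENSMUSG00000041354.16, chromosome 17, 33929543 to 33937687) had 0 to 2 counts in KO and 40 to 83 counts in WT. This makes it at least 17.2-fold lower in KO, and at least 11.8-fold without WT replicate 1. In the conditional model *Rgl2* had 56 to 72 counts in cKO and 50 to 134 in flox, and the groups overlapped. The log2 fold change there was −0.79 (standard error 0.76).
The paper measured meiotic genes by qRT-PCR in whole ovaries at E15.5, an earlier stage and a mixed tissue. For these genes in the sorted E17.5 germ cells, the log2 fold change was 0.04 (standard error 0.26) for *Sycp1*, 0.09 (0.25) for *Smc1b*, −0.61 (0.58) for *Prdm9* and −0.17 (0.63) for *Dmc1*. *Fkbp5*, a gene that GR induces, was at 51.3 ± 20.5 CPM in KO and 66.3 ± 13.7 CPM in WT (SD, n = 3 each), a log2 fold change of −0.37 (standard error 0.42) that is within the spread between embryos (exact permutation test, two-sided, p = 0.3). Among the 4 meiotic genes with a test, the 5 genes of the glucocorticoid response and 5 genes of splicing factors, 0 genes were called adjusted over the list alone, 0 were called over all genes tested, and 0 had an unadjusted p-value under 0.05.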

While our differential gene expression analysis pipeline revealed robust expression differences between WT female and WT male germ cells (Figure 2F and i), we saw no statistically significant differentially expressed genes between female WT and KO germ cells (Figure 2F and ii). 

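In the conditional model, *Nr3c1* was at 52.6 ± 18.0 CPM in cKO germ cells (SD, n = 4 embryos) and 65.8 ± 33.3 CPM in Cre-negative floxed controls (SD, n = 3), with 82 to 211 counts in cKO and 105 to 215 counts in the controls. This gave a log2 fold change of −0.32 (standard error 0.50, 95% confidence interval −1.35 to 0.71), with an adjusted p of 0.9998 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The groups overlapped (exact permutation test, two-sided, p = 0.6, where 4 embryos against 3 allow no p under 0.0286). Its sign rested on 1 library, since the log2 fold change was 0.19 without flox replicate 3. *Fkbp5* was at 79.7 ± 12.6 CPM in cKO and 81.9 ± 27.9 CPM in the controls, a log2 fold change of −0.04 (standard error 0.39). Of the meiotic genes of the qRT-PCR panel, *Prdm9* was at 35.5 ± 14.4 CPM in cKO (SD, n = 4) and 73.3 ± 21.9 CPM in the controls (SD, n = 3), a log2 fold change of −1.05 (standard error 0.53) with an adjusted p of 0.9998 from edgeR's test. Every cKO embryo was below every control (exact permutation test, two-sided, p = 0.0571). The log2 fold change was 0.14 (standard error 0.24) for *Sycp1*, 0.05 (0.24) for *Smc1b* and −0.04 (0.59) for *Dmc1*.

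**Figure D2:**
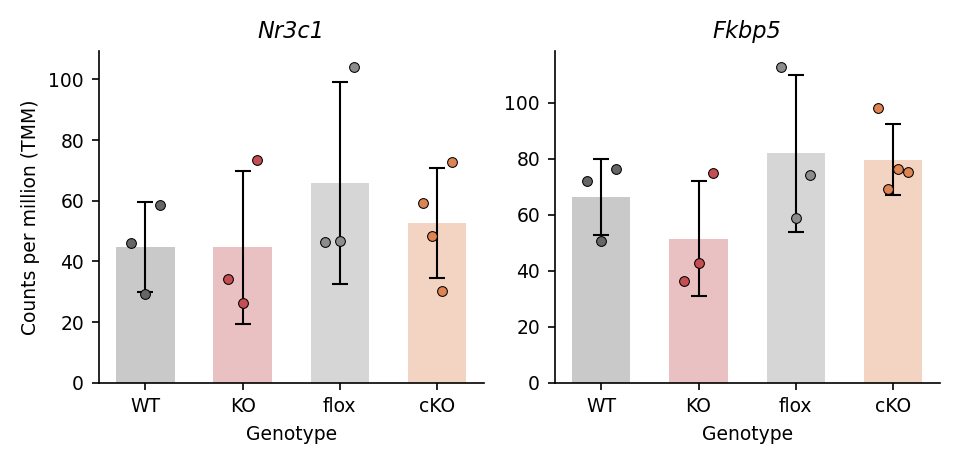
Level of *Nr3c1* (left) and *Fkbp5* (right) in CPM after TMM normalization, for WT, KO, flox and cKO embryos. Points are single embryos, bars are means and error bars are SD, and within each model the points of the deletion overlap those of its control.

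Of the 13086 tested genes, 0 were called between cKO and flox, and 418 had an unadjusted p-value under 0.05, of which 173 were higher and 245 lower in cKO. The number of called genes was 11 without the filter on low counts and 5 with DESeq2's Wald test, all 5 of which had a library with 0 counts, and it was 0 in each of the 13 fits that left out a library. The gene with the lowest p was *Ephb3* (ENSMUSG00000005958.15, chromosome 16, 21204755 to 21223305), with 0 counts in all 4 cKO embryos and 8 to 34 counts in the controls. This makes it at least 8.61-fold lower in cKO, and at least 5.33-fold without flox replicate 3, bounds that cover counting error only. Its adjusted p from edgeR's test was 0.9998. Among genes with a mean of 10 to 20 counts, the class of *Ephb3*, 86.35% had a library with 0 counts. In the constitutive model *Ephb3* was at 11.4 ± 4.88 CPM in KO and 13.2 ± 11.8 CPM in WT (SD, n = 3 each), and the groups overlapped.
*Rnf214* (ENSMUSG00000042790.16, chromosome 9, 45863425 to 45906911) fell to 32.6 ± 4.38 CPM in cKO from 102 ± 24.0 CPM in the controls, a log2 fold change of −1.65 (standard error 0.41). Every cKO embryo was below every control (exact permutation test, two-sided, p = 0.0286), but the adjusted p of edgeR's test was 0.9998. In the constitutive model *Rnf214* was at 83.7 ± 37.4 CPM in KO and 104 ± 49.8 CPM in WT (SD, n = 3 each). The groups overlapped there (exact permutation test, two-sided, p = 0.7). *Rps19* (ENSMUSG00000040952.16, chromosome 7, 24884371 to 24889806), the gene with the lowest p in the paper's own table of this comparison, was at 495 ± 97.2 CPM in cKO and 908 ± 81.0 CPM in the controls, a log2 fold change of −0.88 (standard error 0.25, unadjusted p = 0.00192 from edgeR's test). The log2 fold change of *Rpl23a* was −1.11 (standard error 0.37, unadjusted p = 0.00676 from the same test), from 149 ± 42.7 CPM in the controls to 69.1 ± 28.6 CPM in cKO.

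**Figure D3:**
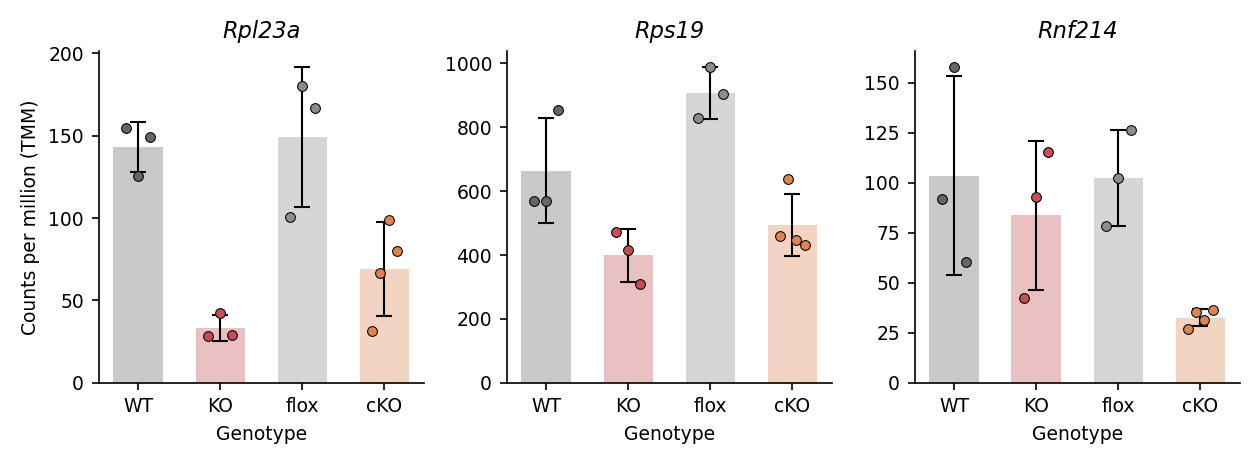
Level of *Rpl23a*, *Rps19* and *Rnf214* in CPM after TMM normalization, for WT, KO, flox and cKO embryos, with points for single embryos, bars for means and error bars for SD. *Rpl23a* and *Rps19* are lower in each deletion group than in its control, and *Rnf214* is lower in cKO, where the means are 32.6 and 102 CPM.

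The libraries were made to ask whether GR regulates the transcription of other cellular pathways in the female germline. For the comparison of WT and KO germ cells, the paper states that no gene differed at its threshold (Figure 2F, ii).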

Conditional deletion of GR specifically in the germ cells using *Pou5f1-CreERT2* yielded the same result (Figure 2F and iii). In tandem, we performed single-cell RNA-seq on E15.5 WT and KO germ cells. All expected cell types of the fetal ovary were detected in both WT and KO embryos (Figure 2—figure supplement 1A), and total *Nr3c1* transcript was depleted in all cell types of the ovary (Figure 2—figure supplement 1B). Differential gene expression analysis of WT and KO cells within the germ cell cluster revealed an extremely low number of differentially expressed genes with minor fold changes (Figure 2—figure supplement 1C), corroborating our bulk RNA-seq results that the loss of GR has little effect on the transcriptional landscape of fetal oocytes.

### Developing ovarian somatic cells, but not germ cells, show GR transcriptional activation following exogenous glucocorticoid treatment

While homeostatic GR signaling does not appear to regulate fetal oocyte gene expression or meiotic progression, we next asked whether the GR agonist dexamethasone (dex) could elicit a transcriptional response in the female germline. Pregnant dams were administered either 10 μg dex / g or saline vehicle by intraperitoneal (IP) injection daily from E12.5 to E15.5, coinciding with the window of highest GR expression in the female germline. We validated this dosing regimen by sufficiency to induce expression of the canonical GR response gene *Fkbp5* in bulk ovary, testis, and lung tissue of E15.5 embryos (Figure 3—figure supplement 1A), confirming dex was able to transit the placenta to the embryos. Accordingly, we performed bulk RNA-seq on sorted *Pou5f1*-GFP^+^ germ cells and total GFP^–^ somatic cells from E15.5 ovaries of dex vs saline-treated dams. While the somatic cells showed a robust transcriptional response following dex treatment (1477 total differential genes with adjusted p-value ≤0.05), by comparison, the response was severely dampened in germ cells (156 total differential genes with adjusted p-value ≤0.05; Figure 3A). GO term analysis of differentially expressed genes from the somatic cells showed low fold enrichment across a wide range of unrelated categories, likely due to the heterogeneity of the GFP^–^ population (Figure 3—figure supplement 1B). The set of upregulated (i.e. dex-induced) genes in the germ cells did not show any significant GO term enrichment (Figure 3—figure supplement 1B). The few downregulated germ cell genes showed an enrichment for ribosomal assembly and translation (Figure 3—figure supplement 1B), although we did not detect significant changes in protein levels of any germ cell marker assessed. In somatic gonad cells, we verified that the dex-induced transcriptional changes led to changes at the protein level using an ex vivo culture system. Fetal ovaries dissected at E14.5 and cultured in hormone-depleted medium for 48 hr with and without 1 μM dex confirmed upregulation of PLZF (*Zbtb16*, the most highly upregulated gene in the somatic cells by RNA-seq) specifically in the Tg:Pou5f1-GFP^–^ soma and not the GFP^+^ germ cells (Figure 3B and i). Utilizing the same culture system, we analyzed meiotic spreads and confirmed that dex treatment does not alter meiotic prophase, in line with the lack of transcriptional response (Figure 3—figure supplement 1C).

**Figure 3.**
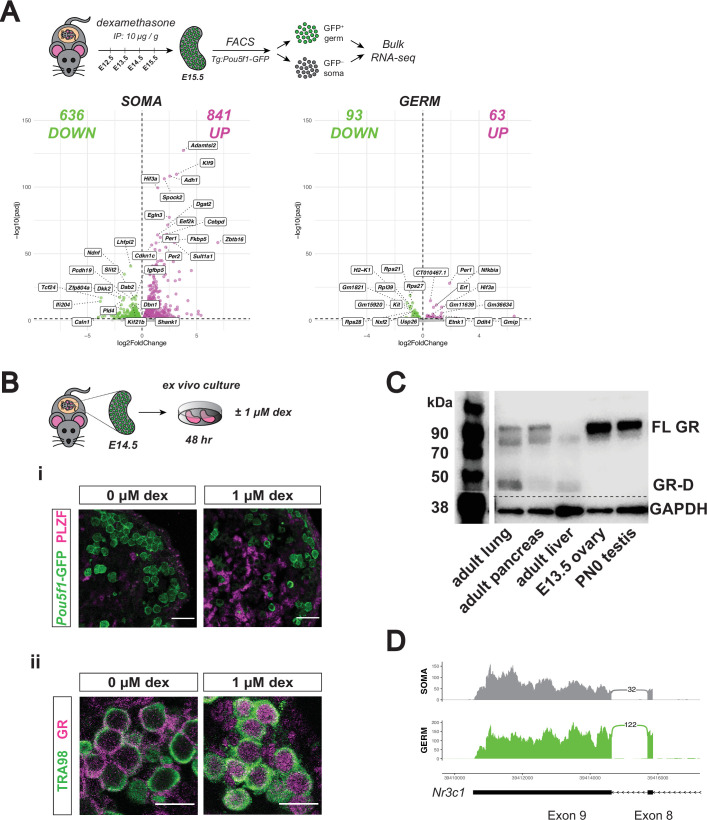
Developing ovarian somatic cells, but not germ cells, show robust GR transcriptional activation following exogenous glucocorticoid treatment. (**A**) Bulk RNA-seq performed on sorted Tg:Pou5f1-GFP^+^ germ cells and GFP^–^ somatic cells from fetal ovaries dosed in vivo with dex. Pregnant dams were injected via IP with either 10 μg / g dex or a saline vehicle control at E12.5, E13.5, E14.5, and E15.5, and ovaries were collected for sorting at E15.5. Three biological replicates were used per condition, each consisting of sorted cells from ovaries pooled together from a minimum of two entire independently dosed litters. Volcano plots show dex-induced differentially expressed genes (adjusted p-value ≤0.05) either upregulated (magenta) or downregulated (green) in comparison to vehicle controls for both germ cells, as well as total somatic cell population. (**B**) Ex vivo culture of E14.5 ovaries for 48 hr with and without 1 μM dex. (i) IF staining for PLZF (*Zbtb16*) showing induction specifically in the Tg:*Pou5f1-*GFP^–^ soma, scale bars: 30 μm. (ii) GR shows dynamic subcellular localization in response to ligand, scale bars: 15 μm. (**C**) Western blot performed on whole cell lysate prepared from adult lung, adult pancreas, adult liver, E13.5 whole ovary, and PN0 whole testis. Membranes were blotted with a GR antibody that recognizes all known GR isoforms, as well as GAPDH as a loading control. The full-length GR protein (“FL GR”) can be seen at just above 90 kDa, and while the truncated inhibitory isoform of GR (“GR-D”) can be seen just below 50 kDa. (**D**) Sashimi plots showing lack of evidence for intron 8 retention, which would lead to the inhibitory GRβ transcriptional isoform in either ovarian germ or somatic cells. Plots were generated from paired-end RNA-seq data of E15.5 germ and somatic cells (saline control; Figure 3A). Figure 3—source data 1.Original blot file for western blot in Figure 3C (anti-GR and anti-GAPDH). Figure 3—source data 2.PDF files containing Figure 3C, highlighting bands used in Figure 3C with sample annotations.

**Figure 3—figure supplement 1.**
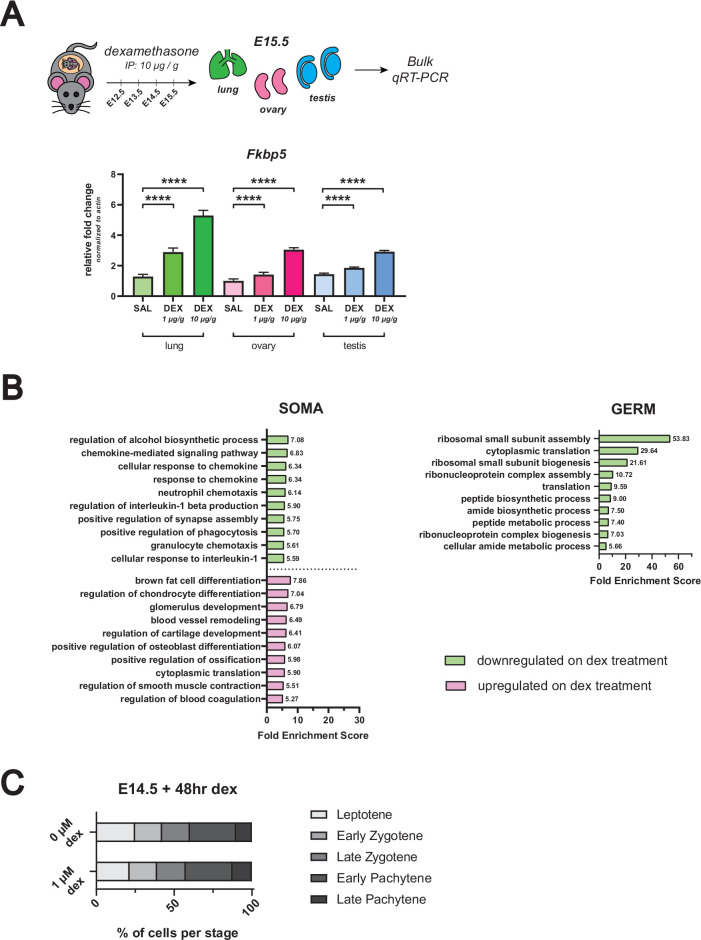
In vivo dex dosing regimen validation, GO term analysis of RNA-seq from female germ cells dosed with dex in vivo, and meiotic spreads of dex-dosed female germ cell nuclei. (**A**) qRT-PCR on bulk E15.5 lung, ovary and testis tissue from in vivo dex-dosed embryos. Expression of *Fkbp5*, a known canonical GR-responsive gene, is shown following administration with 1 μg/g dex, 10 μg/g dex, or saline vehicle control (n=3 embryos per dose) to verify that maternal administration of dex from E12.5 – E15.5 is able to elicit a transcriptional response in the fetus. Lung serves as a positive control. Data are mean ±s.d., normalized to β-actin housekeeping gene using 2^-ΔΔCt^ quantification method, and p-values were calculated for each dose comparison using a two-tailed, unpaired t-test, where ****: p≤0.0001. (**B**) GO term enrichment analysis using differentially expressed genes from female in vivo dex-dosed RNA-seq data. The top 10 significant biological processes for upregulated (magenta) and downregulated (green) genes are shown, ranked by fold enrichment score, for both somatic cells and germ cells. Note that no statistically significant enrichment of GO terms was found for the germ cell dex-upregulated gene list. (**C**) Quantification of relative substages of meiotic spreads performed on germ cell nuclei from E14.5 ovaries cultured for 48 hr ex vivo with or without 1 μM dex. For spreads from 0 μM dex conditions, a total of 357 nuclei from four embryos were counted; For spreads from 1 μM dex conditions, a total of 266 nuclei from four embryos were counted.

### GR in fetal oocytes relocalizes in response to ligand, but resistance to glucocorticoid signaling cannot be explained by the presence of inhibitory isoforms

The observed lack of a transcriptional or phenotypic change in the germ cells to both deletion of GR and dex treatment in contrast to adjacent somatic cells led us to hypothesize that the female germline may be resistant to GR signaling. As the function of GR as a transcription factor requires nuclear localization, we tested whether its subcellular localization is altered in response to ligand. In ovaries cultured ex vivo without dex, GR localized to the cytoplasm of virtually all germ cells; in contrast, dex-treated cultures retained nuclear localization similar to fetal oocytes in vivo (Figure 3B, ii). As GR localization still dynamically responded to the presence or absence of ligand, despite not robustly altering transcription, an alternative modification to the GR protein specifically in the germ cells could be accounting for this attenuated activity.

GR is a highly modified protein, with a wide range of transcriptional isoforms, translational isoforms, and post-translational modifications (PTMs) described to date (Weikum et al., 2017). Multiple translation initiation sites in the *Nr3c1* gene lead to a variety of protein isoforms with varying truncations in the regulatory N-terminal domain of the protein (Lu and Cidlowski, 2005). The most truncated forms of GR (the ‘GR-D’ isoforms) can exert an inhibitory dominant negative effect (Lu and Cidlowski, 2005). We used an antibody designed specifically to recognize all known GR isoforms to immunoblot E13.5 ovary lysate but did not detect any GR-D isoforms (~50 kDa or less), confirming that this dominant negative isoform is not the cause of decreased GR activity in the germline (Figure 3C). In mice, alternative splicing and subsequent retention of *Nr3c1* intron 8 results in a GRβ isoform that functions as a dominant negative regulator of the predominant GRα isoform (Hinds et al., 2010). However, we saw no evidence of intron 8 retention in our paired-end RNA-seq reads (Figure 3D), suggesting that the GRβ isoform is also not the cause of attenuated GR activity in fetal oocytes.

### Spatiotemporal expression of GR in the male germline

We next characterized the expression pattern of GR in the testis by IF from E12.5 through E18.5. In stark contrast to the female, germ cells of the fetal testis (marked by Tg:*Pou5f1*-GFP) showed no GR expression during early sex differentiation (Figure 4A). It was not until E17.5 that male germ cells began to express GR, and by E18.5, over 90% of all germ cells harbored GR in the nucleus (Figure 4A and B). We employed a similar quantitative imaging analysis as in the female to confirm that GR expression peaked in the male at E18.5 (Figure 4C).

**Figure 4.**
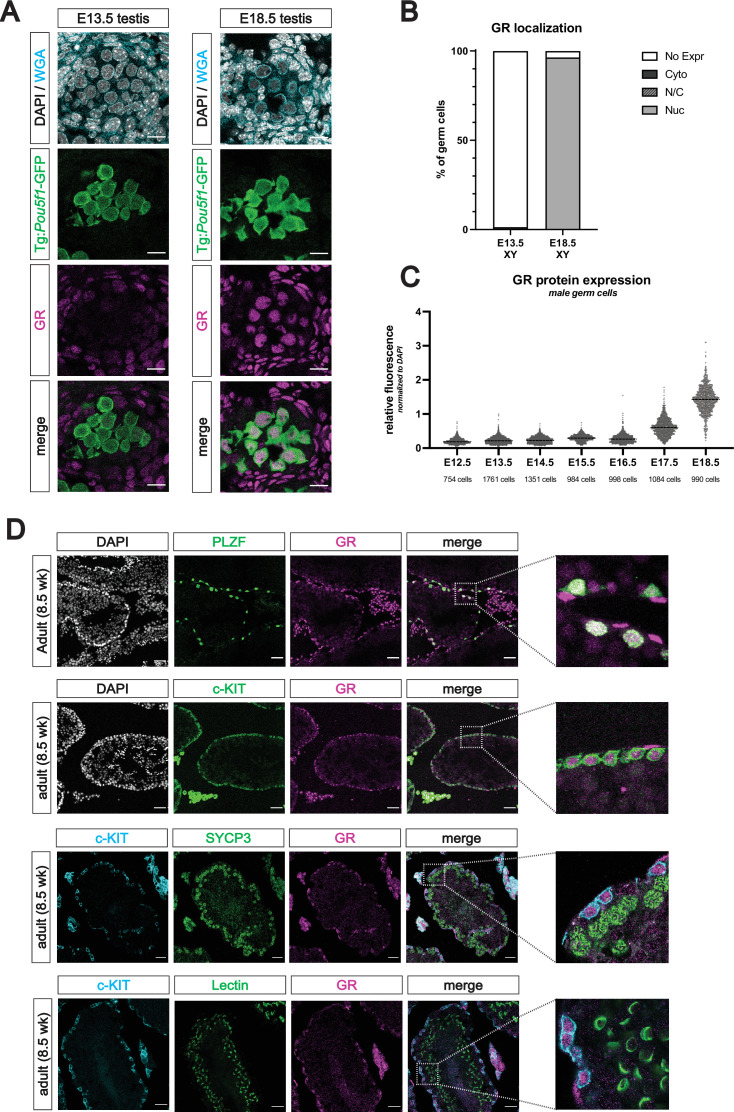
The glucocorticoid receptor is expressed in the perinatal prospermatogonia and the adult spermatogonia. (**A**) IF staining showing expression of GR in mouse fetal testis sections at E13.5 (left) and E18.5 (right), counterstained with DAPI. Germ cells are marked by transgenic *Pou5f1*-GFP. Cellular membranes were stained with wheat germ agglutinin (WGA) to facilitate computational segmentation of individual cells. Scale bars: 15 μm. (**B**) Quantification of GR subcellular localization within germ cells of the fetal testis. Cells from the testes of three individual embryos were scored manually, with a total of 2393 cells and 1364 cells analyzed at E13.5 and E18.5, respectively. (**C**) Quantitative IF analysis of relative GR protein expression across developmental time in germ cells. Individual cells were computationally segmented using WGA, and GR protein levels were normalized to DAPI on an individual cell basis. Images and total cell numbers counted were obtained from a minimum of three testes from three independent embryos at each developmental stage. (**D**) IF staining showing expression of GR in mouse adult testis sections. GR expression overlaps with PLZF^+^ undifferentiated spermatogonia (first row) and c-KIT^+^ differentiating spermatogonia (second row), zoomed images to highlight overlapping expression. GR is low to absent in SYCP3^+^ spermatocytes (third row) and PNA Lectin stained spermatids (fourth row). Scale bars: 50 μm (first two rows); 30 μm (last two rows).

**Figure 4—figure supplement 1.**
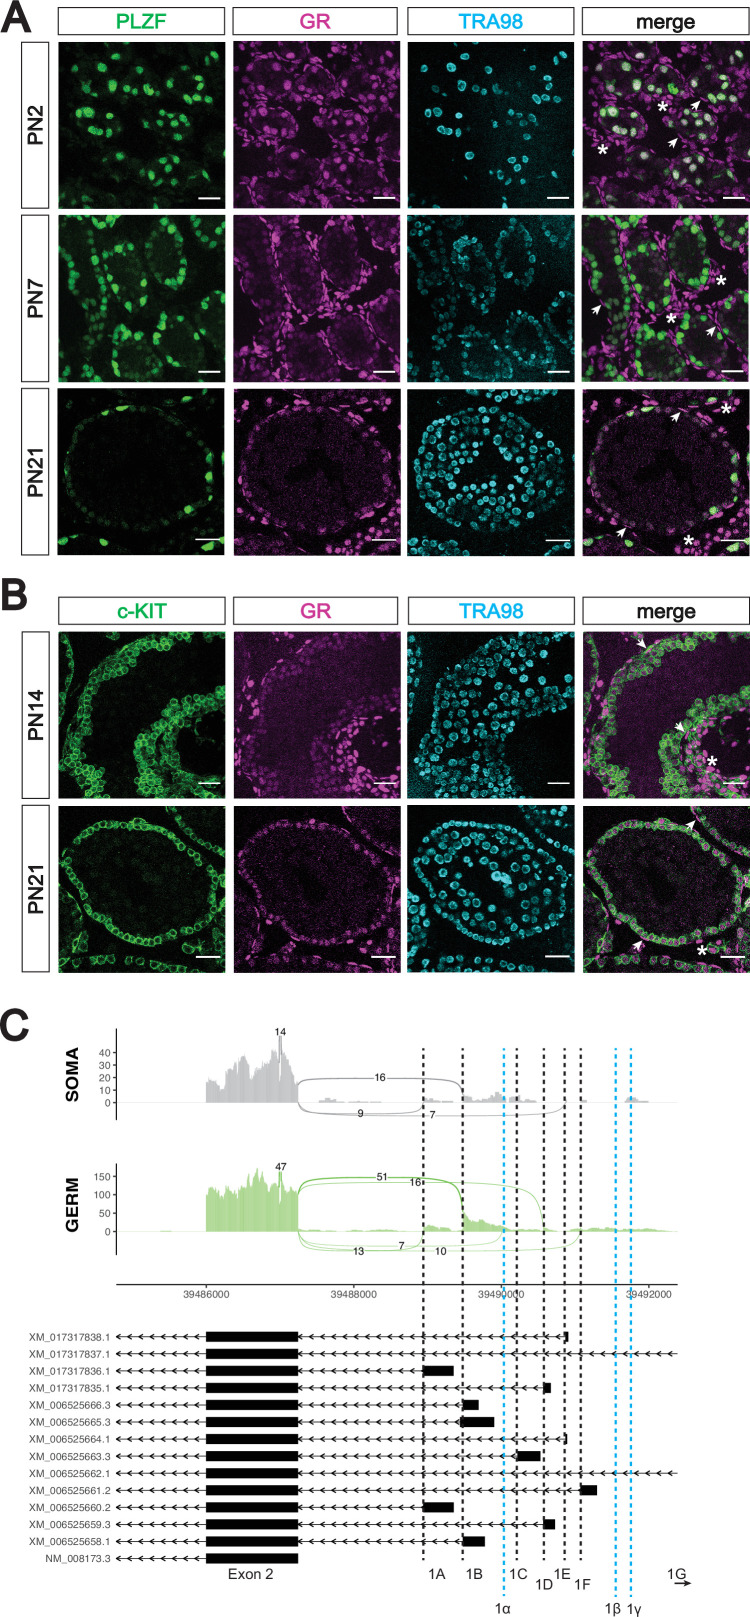
The glucocorticoid receptor is expressed in the postnatal prospermatogonia. (**A**) IF staining showing expression of GR in mouse postnatal testis sections at PN2 (top), PN7 (middle), and PN21 (bottom). Spermatogonia are marked by PLZF, and total germ cells are marked by TRA98. Arrowheads show GR^+^ peritubular myoid cells, and asterisks show GR^+^ interstitial cells. Scale bars: 30 μm. (**B**) IF staining showing expression of GR in additional mouse postnatal testis timepoints. sections at PN14 (top) and PN21 (bottom). Differentiating spermatogonia are marked by c-KIT, and total germ cells are marked by TRA98. Arrowheads show GR^+^ peritubular myoid cells, and asterisks show GR^+^ interstitial cells. Scale bars: 30 μm. (**C**) Sashimi plots showing differences in alternative exon 1 splicing events at the Nr3c1 locus between testicular germ and somatic cells. Plots were generated from paired-end RNA-seq data of PN1 germ and somatic cells (saline control; Figure 5A). Previously annotated exon 1 variants have been arbitrarily labeled as exons 1 A through 1 G (with exon 1 A being closest to exon 2). Three novel exon 1 splice sites identified in this study have been labeled as predicted exons 1α, 1β, and 1γ (marked by the dotted blue lines).

As GR levels in prospermatogonia peaked at the end of fetal development, we next asked whether expression was maintained into postnatal development. Staining between PN0 (not shown) and PN2 revealed that strong nuclear GR expression was maintained in the TRA98^+^ germ cells shortly after birth (Figure 4—figure supplement 1A). At PN1, we also observed a wider diversity of *Nr3c1* exon 1 variants in the germ cells when compared to the soma (Figure 4—figure supplement 1C), consistent with observations in fetal oocytes. Staining at PN7, PN10, and PN14 revealed that GR expression was maintained in both PLZF^+^ and c-KIT^+^ spermatogonia, although at lower levels than at PN2 (Figure 4—figure supplement 1A and B). As anticipated based on prior reports (Stalker et al., 1989; Schultz et al., 1993; Biagini and Pich, 2002; Weber et al., 2000; Hazra et al., 2014), GR expression appeared high in the surrounding peritubular myoid cells and Leydig cells of the interstitium at all timepoints observed. By PN21, GR became highly restricted to the undifferentiated (PLZF^+^) and differentiating (c-KIT^+^) spermatogonia, yet was absent from more mature spermatocytes or spermatids (Figure 4—figure supplement 1A and B). Furthermore, this spermatogonia-restricted expression pattern was maintained into adulthood (Figure 4D), with minimal to no expression in spermatocytes (SYCP3^+^) and spermatids (Lectin^+^), suggesting a potential stage specific role for GR in the male germline.

### Germ cells of the perinatal testis show GR transcriptional regulation following exogenous glucocorticoid treatment

As fetal oocytes appeared to be resistant to both loss and overactivation of GR signaling, we next asked whether the male germline was similar. We performed bulk RNA-seq on sorted Pou5f1-GFP^+^ germ cells and GFP^–^ somatic cells isolated from PN1 testes after administering dex at E17.5, E18.5 and PN0 (as outlined in Figure 5A and Materials and methods section). In contrast to the female, differential expression analysis revealed a pronounced transcriptional response in male germ cells following dex treatment, within the same order of magnitude as the GFP^–^ soma (Figure 5A). GO term analysis on differentially expressed genes in the germ cells following dex treatment revealed a strong enrichment for genes related to the regulation of mRNA splicing (Figure 5—figure supplement 1A). The regulation of RNA splicing in germline cells is crucial for the proper progression of meiosis and spermatogenesis (Kuroda et al., 2000; Li et al., 2007; O’Bryan et al., 2013; Schmid et al., 2013; Zagore et al., 2015; Naro et al., 2017; Liu et al., 2017; Xu et al., 2017; Horiuchi et al., 2018; Ehrmann et al., 2019; Legrand et al., 2019; Yuan et al., 2021; Wu et al., 2021), and is conserved across species (Mattox and Baker, 1991; Wu et al., 2016; Chen et al., 2019). Downregulated genes also showed an enrichment for mitotic cell cycle progression, which is of interest at this PN1 time point given that the mitotically-arrested male germ cells will begin to re-enter mitosis at approximately PN2 (Vergouwen et al., 1991; Drumond et al., 2011; Nagano et al., 2000). GO analysis of differentially expressed genes in treated somatic cells showed a wider variety of terms, which is likely due to the heterogeneity of GFP^–^ cells collected. Downregulated genes were broadly enriched for extracellular matrix organization and cellular adhesion, whereas upregulated genes showed enrichment for canonical glucocorticoid response genes.

**Figure 5.**
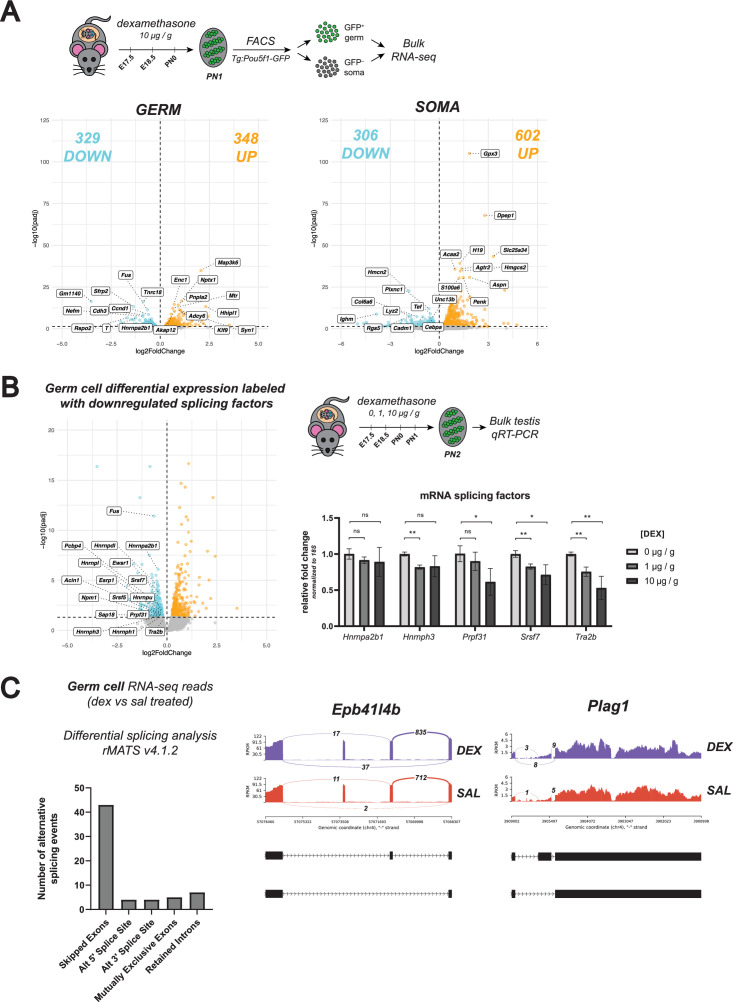
Glucocorticoid receptor signaling regulates the expression of RNA splicing factors in prospermatogonia. (**A**) Bulk RNA-seq performed on sorted Tg:Pou5f1-GFP^+^ germ cells and GFP^–^ somatic cells from postnatal testes dosed in vivo with dex. Pregnant dams were injected via IP with either 10 μg / g dex or a saline vehicle control at E17.5 and E18.5. Pups were then dosed with either dex or saline via subcutaneous injection at PN0, and testes were collected for sorting at PN1. Three biological replicates were used per condition, each consisting of sorted cells from testes pooled together from a minimum of two entire independently dosed litters. Volcano plots show dex-induced differentially expressed genes (adjusted p-value ≤0.05) either upregulated (orange) or downregulated (cyan) in comparison to vehicle controls for both germ cells, as well as total somatic cell population. (**B**) (Left) Plotting of germ cell differential expression analysis in (**A**), labeled specifically with downregulated splicing factors. (Right) qRT-PCR performed on bulk PN2 testis tissue from mice dosed with dex. Pregnant dams were injected via IP with either 1 μg /g dex, 10 μg / g dex, or a saline vehicle control at E17.5 and E18.5, and then pups were dosed with the equivalent condition via subcutaneous injection at PN0 and PN1. Genes queried were for RNA splicing factors found to be differentially downregulated in germ cells in the RNA-seq data (Figure 5A). Data are mean ±s.d., normalized to 18 S ribosomal RNA housekeeping gene using 2^-ΔΔCt^ quantification method, and p-values were calculated for each dose comparison using a two-tailed, unpaired t-test, where *: p≤0.05; **: p≤0.01; n.s.: not significant. (**C**) Differential transcript splicing analysis performed on sequencing reads derived from PN1 dex-dosed germ cells (Figure 5A). Paired-end RNA-seq results were analyzed using rMATS to detect significant differences in alternative splicing events between saline- and dex-treated germ cells. (Left) Bar graph showing raw numbers of significant (FDR ≤0.05) alternative splicing events, broken down by category. (Right) Representative sashimi plots highlighting select examples of ‘skipped exons’ events that are differentially regulated in germ cells in response to dex treatment.

**Figure 5—figure supplement 1.**
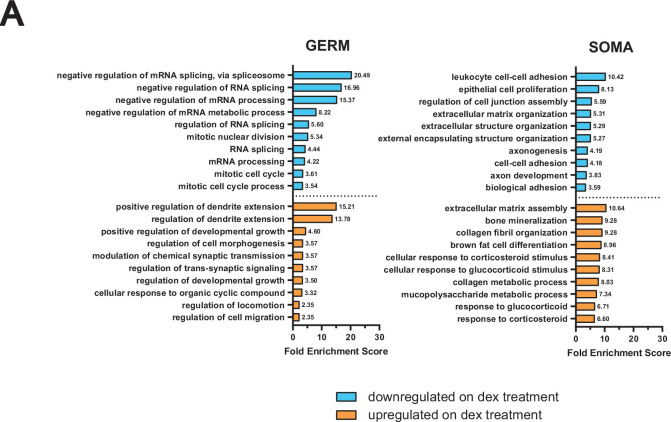
GO term analysis of RNA-seq from male germ cells dosed with dex in vivo. (**A**) GO term enrichment analysis using differentially expressed genes from in vivo dex-dosed RNA-seq data. The top 10 significant biological processes for upregulated (orange) and downregulated (cyan) genes are shown, ranked by fold enrichment score, for both somatic cells and germ cells.

### Regulation of mRNA splicing in the early postnatal testis

Given the crucial role of transcript splicing in spermatogenesis, we first validated this potential link between GR and splicing. To our knowledge, no prior studies have implicated GR in the regulation of mRNA splicing in any cell type to date. To quantify any dose-dependent changes in splice factor gene expression, we performed qRT-PCR on bulk PN2 testis tissue from mice treated with three different doses of dex (0, 1, and 10 μg / g). Both *Tra2b* (a regulator of exon inclusion/skipping known to be expressed in the testis Grellscheid et al., 2011) and *Srsf7* (a member of the SR-rich family of pre-mRNA splicing factors) showed a significant and dose-dependent decrease in expression in response to dex, confirming our RNA-seq results (Figure 5B). To test whether this dex-dependent decrease in a subset of splicing factors resulted in any changes in transcript isoforms within the germ cells, we utilized rMATS (Shen et al., 2012) to specifically quantify differential splicing events from our paired-end RNA-seq data. Sequencing libraries were constructed from full-length polyA transcripts that were reverse transcribed using random hexamer priming, thus allowing for sequencing coverage along the full-length transcript as well as detection of differential splicing events. This analysis revealed 63 splicing events that were significantly altered in response to dex (Figure 5C), with the vast majority categorized as skipped exon events. Together, these results confirmed a dex-dependent decrease in splice factor expression that may lead to exon skipping events in the male germline.

### Conditional deletion of GR in the male germline does not impact fertility

Given this link between GR signaling and splicing and the known role of transcript splicing in regulating spermatogenesis (Kuroda et al., 2000; Li et al., 2007; O’Bryan et al., 2013; Schmid et al., 2013; Zagore et al., 2015; Naro et al., 2017; Liu et al., 2017; Xu et al., 2017; Horiuchi et al., 2018; Ehrmann et al., 2019; Legrand et al., 2019; Yuan et al., 2021; Wu et al., 2021), we next sought to assess whether loss of GR would impact male fertility. Because full body deletion of GR results in lethality at birth due to defects in lung maturation (Cole et al., 1995), we generated a conditional deletion of GR in the germline using a transgenic *Prdm1-*Cre line (Ohinata et al., 2005). *Nr3c1*^flox/flox^ females were bred to *Nr3c1*^KO/+^ males harboring the *Prdm1-*Cre transgene to obtain conditional knockout (cKO) pups with the genotype *Nr3c1*^KO/flox^; *Prdm1*-Cre^+^, (where *Nr3c1*^+/flox^; *Prdm1*-Cre^neg^ served as wildtype controls). IF staining at PN30 confirmed clear germ cell-specific loss of GR in the c-KIT^+^ prospermatogonia (Figure 6A), as well as the PLZF^+^ prospermatogonia (Figure 6—figure supplement 1A). To assess the fertility of GR cKO mice, 6-week-old males were crossed to wildtype females, and the presence of vaginal plugs and litter size were monitored for 8 weeks. All genotypes were able to mate and form vaginal plugs normally (data not shown). Control mice containing the *Prdm1-*Cre transgene, but functionally wild-type for GR (*Nr3c1*^flox/+^) showed a significant decrease in the number of sired pups (Figure 6B), consistent with previously reported subfertility with this allele (Mikedis and Downs, 2017). GR cKO males were still fertile and produced viable pups (Figure 6B). Although GR cKO males sired significantly less pups than WT controls, this was not significantly different from the effect produced by the presence of the *Prdm1-*Cre allele alone (Figure 6B). We therefore conclude that conditional deletion of GR in the germline does not further exacerbate the subfertility phenotype caused by the *Prdm1-*Cre allele, and ultimately yields viable progeny.

**Figure 6.**
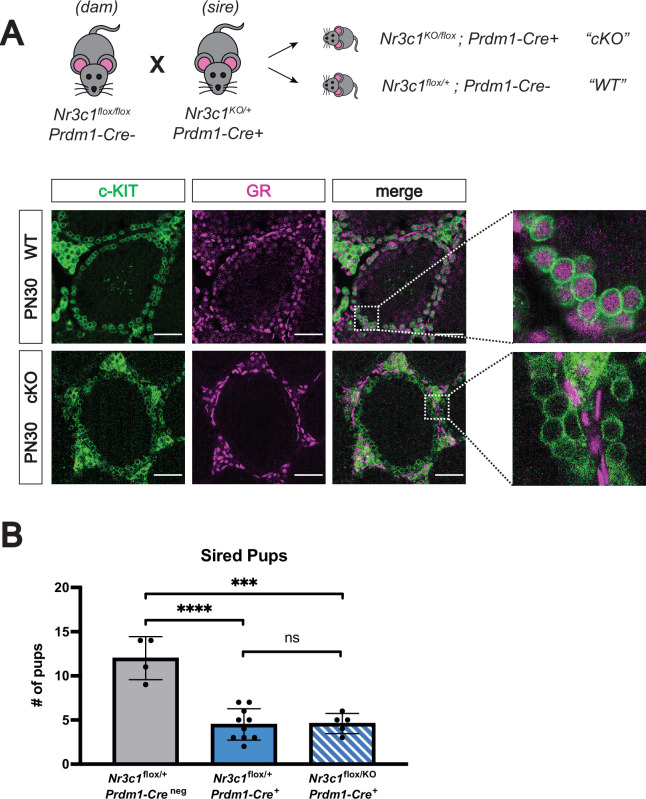
Conditional deletion of GR in the male germline does not affect fertility. (**A**) Validation of *Prdm1*-Cre mediated GR conditional knockout model by IF staining of PN30 testes, showing specific loss of GR in c-KIT^+^ spermatogonia. Genotypes are represented as cKO (*Nr3c1*^KO/flox^; *Prdm1*-Cre^+^) and WT (*Nr3c1*^flox/+^; *Prdm1*-Cre^neg^). Scale bars: 50 μm. (**B**) Fertility test of GR conditional knockout males and controls crossed to WT females, comparing number of pups sired per litter by genotype. Data are mean ±s.d., and p-values were calculated between groups using a two-tailed, unpaired t-test, where ****: p≤0.0001, ***: p≤0.001 and n.s.: not significant.

**Figure 6—figure supplement 1.**
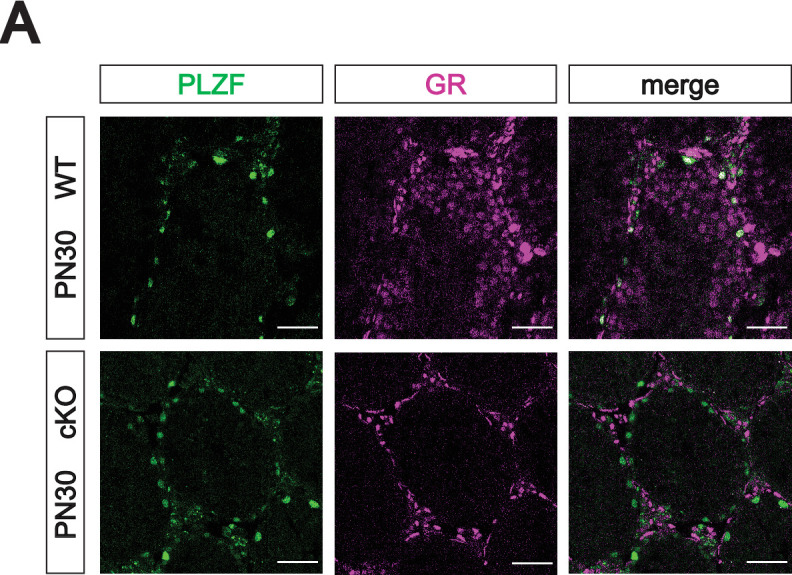
Validation of *Prdm1*-Cre mediated GR conditional knockout. (**A**) Validation of *Prdm1*-Cre mediated GR conditional knockout model by IF staining of PN30 testes, showing specific loss of GR in PLZF^+^ spermatogonia. Genotypes are represented as cKO (*Nr3c1*^KO/flox^; *Prdm1*-Cre^+^) and WT (*Nr3c1*^flox/+^; *Prdm1*-Cre^neg^). Scale bars: 50 μm.

## Discussion

The growing evidence that responses to stress can persist across multiple generations has sparked considerable interest in understanding how the germline senses and conveys physiologic stress, and whether that occurs directly or indirectly. Our efforts to characterize the role of GR-mediated signaling in male and female germ cells represent an important step in understanding the intrinsic effects of stress hormones on the germline. In this study, we confirmed that germ cells of the testis and the ovary both show dynamic temporal regulation of GR expression over fetal and adult development, with distinct sex-specific differences. We demonstrated that in the context of pharmacologic activation or genetic deletion of GR, fetal oocytes show minimal transcriptional changes and no significant changes in progression through meiotic prophase I, suggesting that the fetal oocytes are somehow resistant to changes in GR signaling. In contrast, we show that prospermatogonia downregulate genes important for RNA splicing in response to GR activation, suggesting a potential role for stress signaling in regulating transcript diversity in the male germline. Together, our work demonstrates a sexually dimorphic response to GR signaling within the germline, and suggests alternative mechanisms by which the male and female germline may be differentially affected by stress.

### Glucocorticoid receptor immunofluorescence in the ovary and testis: discrepancies and similarities with the literature

Our time course of GR expression in the fetal ovary revealed a peak in GR expression in E13.5 fetal oocytes (Figure 1C), a result highly consistent with a scRNA-seq study that found GR was expressed in the developing oocytes (at both the transcript and protein level) between E12.5 to E14.5 (Ge et al., 2021). To our knowledge, there is no published evidence of GR protein in the adult rodent oocyte to date. We were unable to detect any appreciable levels of GR by IF in the adult oocytes of any follicular stage (Figure 1—figure supplement 1C), which contrasts with prior GR staining in caprine ovaries that showed expression in primordial and antral oocytes (Pontes et al., 2019). It is unclear whether this discrepancy is due to genuine species-specific differences, or differences in sample preparation or antibodies used. In humans, while GR has been detected in fetal oocytes at gestational week 9.2 (Poulain et al., 2012), the expression of GR in the adult ovary remains an open question.

Spatiotemporal localization of GR in the male germline here, however, is consistent with prior studies. In the somatic compartment, we observed strong and reproducible staining for GR in the peritubular myoid cells and interstitial Leydig cells of the fetal, postnatal and adult testis (Figure 4A, D, Figure 4—figure supplement 1A and B), consistent with previous studies (Stalker et al., 1989; Schultz et al., 1993; Biagini and Pich, 2002; Weber et al., 2000; Hazra et al., 2014). In the late postnatal and adult testis, we observed a highly specific pattern of GR expression in the germline, where it became restricted to undifferentiated (PLZF^+^) spermatogonia and differentiating (c-KIT^+^) spermatogonia, with little to no expression in spermatocytes (SYCP3^+^) or spermatids (Lectin^+^) (Figure 4D). This result is consistent with multiple rodent and human studies showing staining in the spermatogonia (Biagini and Pich, 2002; Weber et al., 2000; Nordkap et al., 2017; Welter et al., 2020).

### Discovery of novel germ cell-specific exon 1 isoforms in the 5’ UTR of Nr3c1

Previous studies attribute the dynamic spatiotemporal regulation of GR across different cell types to the use of alternative promoters and exon 1 variants in the 5' UTR of *Nr3c1* (Turner et al., 2006; McCormick et al., 2000). In both the ovary and the testis, we observed that *Nr3c1* transcripts produced by the germ cells use a wider combination of exon 1 variants (both previously annotated, and novel germ-cell-specific variants) compared to their corresponding somatic cells (Figure 1D, Figure 4—figure supplement 1C), which was surprising given the cellular heterogeneity of the GFP^–^ somatic cell fractions. This suggests that a larger diversity of upstream regulatory DNA sequences may be available for regulating GR expression more dynamically in the germline compared to the soma. We also observed that GR is expressed just prior to the onset of meiotic initiation in male and female germ cells. This suggests GR may have an upstream regulatory element that is either regulated by a meiotic transcription factor, or that is sensitive to changes in the chromatin landscape induced in germ cells upon meiotic initiation.

### The female germline is insulated from changes in GR-mediated signaling

Given that GR is a potent transcription factor with a wide variety of functions across cell types (Whirledge and DeFranco, 2018), it was striking to find that both complete genetic deletion of GR and robust pharmacologic activation led to minimal changes in the transcriptional landscape of the female germline (Figures 2F and 3A, Figure 2—figure supplement 1C). Furthermore, the robust response to dex administration between E12.5 and E15.5 observed in ovarian soma in contrast to the meager response of adjacent germ cells (Figure 3A) suggested that the transcriptional response to changes in GR signaling was buffered in the cellular context of fetal oogonia. This is an interesting premise, as it may be advantageous for the germ cells to evolve protection against rampant GR-induced transcriptional changes in response to stress hormones experienced during gestation. Why the female germline has retained temporally restricted expression of GR given its apparent lack of a functional role, however, remains unclear. We have shown there is no evidence for inhibitory isoforms of GR, including both known truncated protein isoforms, as well as the GRβ transcriptional isoform (Figure 3C and D). We did, however, observe that GR is able to change its subcellular localization in response to ligand (Figure 3B, ii), suggesting that the ligand binding and nuclear translocation abilities of GR remain intact despite this attenuated function in female germ cells.

A possible mechanism for insulating fetal germ cells from response to GR signaling involves PTMs to the receptor that could interfere with its ability to bind DNA, interact with other transcription factors, or recruit other cofactors required for its transcriptional activity. While a wide variety of PTMs to GR have been documented (Weikum et al., 2017), the limiting number of germ cells that can be obtained from the fetal ovary has made the detection of these PTMs via biochemical methods difficult. One particular PTM of interest is acetylation of GR by the circadian histone acetyltransferase protein, CLOCK. Acetylation of lysines within the hinge region of GR by CLOCK has been shown to result in normal ligand binding and nuclear translocation, but a complete loss of the ability of GR to both activate and repress transcription (Nader et al., 2009), very similar to what is seen in fetal oocytes. Interestingly, our single-cell RNA-seq data shows a strong enrichment for *Clock* expression in the germ cells in comparison to the soma (data not shown), further bolstering the idea that CLOCK could acetylate and inactivate GR specifically in the germ cells. Further biochemical analyses will be required to determine whether GR is being modified in this manner, or by any other PTMs. Lastly, while our RNA-seq results show a very minimal response to GR signaling in germ cells at the transcriptional level, we cannot rule out a potential non-canonical signaling function of GR, such as the regulation of cellular kinases (reviewed extensively elsewhere Oakley and Cidlowski, 2013), or the regulation of non-coding RNAs at the post-transcriptional level.

### GR in the regulation of RNA splicing in the male germline

In contrast to the lack of dex-induced transcriptional changes in the female germ cells, the male germline showed a considerable transcriptional response to dex treatment at PN1 (Figure 5A). While the somatic cells of the testis showed a more stereotyped glucocorticoid response with induction of canonical GR response genes such as *Tsc22d3*, *Klf9*, and *Per1*, germ cells did not show changes in these canonical genes. Instead, the downregulated transcripts showed a strong enrichment for genes involved in RNA processing and RNA splicing (Figure 5—figure supplement 1A). We validated that GR suppression of splice protein expression is dex dose-dependent (Figure 5B), and found that treatment with dex led to an increase in exon skipping events at specific loci across the genome (Figure 5C). To our knowledge, this is the first time GR has been implicated in regulating the expression of genes involved in RNA splicing. Interestingly, it has been well documented in the literature that a full genetic deletion of a single splice factor leads to impairments in spermatogenesis, and ultimately infertility (Kuroda et al., 2000; Li et al., 2007; O’Bryan et al., 2013; Zagore et al., 2015; Liu et al., 2017; Xu et al., 2017; Horiuchi et al., 2018; Ehrmann et al., 2019; Legrand et al., 2019; Yuan et al., 2021; Wu et al., 2021). We suspect that dex treatment leads to fewer differential splicing events than a full splice factor deletion, given that dex treatment causes a broader decrease in splice factor expression without entirely abolishing any single splice factor. Unfortunately, we have been unable to assess the consequences of dex-induced splicing decreases on fertility, as dex- and/or glucocorticoid-mediated inhibition of testosterone production in the Leydig cells would impair spermatogenesis (Ren et al., 2021; Bambino and Hsueh, 1981; Hales and Payne, 1989; Kavitha et al., 2006; Orr and Mann, 1992; Orr and Mann, 1990; Smith and Walker, 2014; Rengarajan and Balasubramanian, 2007; Rengarajan and Balasubramanian, 2008; Saez et al., 1977; Sankar et al., 2000; Cumming et al., 1983), and thus would confound the results.

While it has been shown that some histone modifications such as H3K4me3 can be transmitted transgenerationally through sperm (Lismer et al., 2020; Siklenka et al., 2015), there is also a growing body of evidence demonstrating that physiological stress leads to changes in the signature of non-coding RNA within the sperm (Gapp et al., 2014; Chan et al., 2020; Gapp et al., 2021; Gapp et al., 2020; Rodgers et al., 2013; Rodgers et al., 2015). In one study, small RNAs were shown to be delivered to maturing sperm from extracellular vesicles originating in the somatic cells of the epididymis, which are the likely sensors of glucocorticoids (Chan et al., 2020). Our finding that perinatal dex treatment increases GR activity in developing prospermatogonia and leads to altered RNA splicing could confer an evolutionary advantage by increasing the overall transcript diversity of the germline in times of stress, allowing for increased adaptation of the germline to selective pressures from the environment. Distinct from the effects of stress on small RNAs originating from epididymal epithelial cells (Chan et al., 2020), this raises the question whether direct activation of GR signaling in male germ cells could lead to alterations in small non-coding RNAs, and whether such changes could be heritable across generations.

### Conditional deletion of GR using Prdm1-Cre does not affect male fertility

As proper RNA splicing is crucial for meiotic progression in the spermatogenic lineage (Kuroda et al., 2000; Li et al., 2007; O’Bryan et al., 2013; Schmid et al., 2013; Zagore et al., 2015; Naro et al., 2017; Liu et al., 2017; Xu et al., 2017; Horiuchi et al., 2018; Ehrmann et al., 2019; Legrand et al., 2019; Yuan et al., 2021; Wu et al., 2021), perturbations to RNA splicing as a result of elevated GR signaling could have important consequences for fertility. To our surprise, genetic deletion of GR specifically in germ cells of the testis did not measurably impact fertility (Figure 6B). While the subfertility caused by the presence of the *Prdm1-*Cre transgene alone could be masking a more subtle subfertility phenotype caused by loss of GR, it is also possible that homeostatic levels of GR signaling do not regulate splicing. While pharmacologic agonism of GR signaling in the adult testis could lead to more pronounced disruptions to splicing and subsequent fertility compared to deletion of GR, we were unfortunately unable to test this possibility. Both chronic stress and dex administration have been shown to inhibit testosterone production by Leydig cells (Bambino and Hsueh, 1981; Hales and Payne, 1989; Kavitha et al., 2006; Orr and Mann, 1992; Orr and Mann, 1990; Rengarajan and Balasubramanian, 2007; Rengarajan and Balasubramanian, 2008; Saez et al., 1977; Sankar et al., 2000; Marić et al., 1996), and given that spermatogenesis requires testosterone (Smith and Walker, 2014), systemic dex administration would not tease apart the cell intrinsic effects of GR activation in spermatogonia. Future studies using transgenic overexpression of GR in the spermatogonia could address this effect of elevated GR signaling on fertility.

## Materials and methods

### Mouse husbandry

All animal work were performed under strict adherence to the guidelines and protocols set forth by the University of California San Francisco’s Institutional Animal Care and Use Committee (IACUC), and all experiments were performed in an animal facility approved by the Association for the Assessment and Accreditation of Laboratory Animal Care International (AAALAC). All procedures performed were approved by the UCSF IACUC under protocol numbers AN169770 and AN200504. All mice were maintained in a temperature-controlled animal facility with 12 hr light dark cycles, and were given access to food and water ad libitum.

### Mouse timed pregnancies

All matings were set in the evenings (15:00 or after), and the presence of a vaginal plug the morning after mating (08:00 – 11:00) was denoted embryonic day 0.5 (E0.5). Pregnant females were dissected at various timepoints, the uterine horns removed into ice-cold 0.4% BSA in PBS, and embryos dissected and staged based on canonical morphologic features. For all postnatal timepoints, postnatal day 0 (PN0) was assigned as the morning a litter was first seen (where litters were dropped the night of E18.5).

### Mouse fertility test

Adult male mice (age 6 weeks) were paired with WT, mixed background females (age 6 weeks), and females were monitored daily for the presence of a vaginal plug to indicate mating. For each pairing, number of litters produced and total number of pups per litter were recorded over an 8-week period.

### Genotyping

Total genomic DNA was extracted from ear punches or tail tips by boiling in alkaline lysis buffer (25 mM NaOH; 0.2 mM EDTA) for 45 minutes at 95 °C, cooling to 4 °C, and then neutralizing with an equal volume of 40 mM Tris-HCl. All genotyping reactions were performed with KAPA HotStart Mouse Genotyping Kit (Roche, 07961316001) with 1 μL of gDNA and a final primer concentration of 5 μM each. Cycler conditions are listed below each table. All PCR products were separated by electrophoresis on a 2% agarose gel in TBS stained with ethidium bromide (VWR, E3050), and genotypes determined based on sizes of DNA products.

### Mouse lines used, genotyping primers, and genotyping reactions

**Table:** 

Allele	Primer Sequences	Expected Sizes	MGI#	Rxn
*Nr3c1^tm1.1Jda^*	5’-CAGGTATTGGTGCTTGTTAGCACTT-3’	WT: 155 bp KO: 208 bp Flox: 318 bp	*5447468*	*A*
	5’-GCCTGCATCTTTTACATGTGTTGTTTCC-3’			
	5’-CAGCTTACAGGATAGCCAGTGATATCTGT-3’			
Pou5f1^tm1.1(cre/Esr1*)Yseg^	5’-GCTTTCTCCAACCGCAGGCTCTC-3’	WT: 234 bp Cre: 169 bp	*5049897*	*A*
	5’-CCAAGGCAAGGGAGGTAGACAAG-3’			
	5’-GCCCTCACATTGCCAAAAGACGG-3’			
*Tmem163^Tg(ACTB-cre)2Mrt^*	5’-TGCAATCCCTTGACACAGA-3’	WT: 241 bp Cre: 187 bp	*2176050*	*A*
	5’-ACCAGTTTCCAGTCCTTCTGG-3’			
	5’-GTCCTTACCCAGAGTGCAGGT-3’			
*Tg(Pou5f1-EGFP)2Mnn*	5’-GCACGACTTCTTCAAGTCCGCCATGC-3’	Tg: 270 bp	*3057158*	*B*
	5’-GCGGATCTTGAAGTTCACCTTGATGCC-3’			
*Tg(Prdm1-cre)1Masu*	5’-GCCGAGGTGCGCGTCAGTAC-3’	Tg: 200 bp Ctrl: 324 bp	*3586890*	*C*
	5’-CTGAACATGTCCATCAGGTTCTTG-3’			
	5’-CTAGGCCACAGAATTGAAAGATCT-3’			
	5’-GTAGGTGGAAATTCTAGCATCATCC-3’			
**Cycler conditions**: 94 °C, 30 sec – 1 cycle // (94 °C, 15 sec; 60 °C, 15 sec; 72 °C, 30 sec) – 35 cycles // (72 °C, 10 min) – 1 cycle // 4 °C hold. 93 °C, 1 min – 1 cycle // (93 °C, 20 sec; 68 °C, 3 min) – 30 cycles // (72 °C, 10 min) – 1 cycle // 4 °C hold. 94 °C, 30 sec – 1 cycle // (94 °C, 15 sec; 66 °C, 15 sec; 72 °C, 30 sec) – 35 cycles // (72 °C, 10 min) – 1 cycle // 4 °C hold.				

### Dex in vivo dosing

For all in vivo dex dosing experiments, a water-soluble form of dex (Sigma, D2915) was utilized to allow for delivery in a saline vehicle (0.9% NaCl w/v in ddH_2_O). The developmental time windows of dex administration were determined based on GR’s germline expression profile, and differed for the male and female germline. Dex dose and time widows varied between experiments, and are outlined for each experiment in the Results section. For all injections, the volume given to both saline and dex-treated animals was fixed, where the concentration of dex in the injected solution was scaled to ensure precise dose delivery (normalized to body weight) in the fixed volume. For gestational timepoints (E12.5 - E18.5), pregnant dams were injected via IP injection at approximately 09:00 with 100 μL saline/dex. For postnatal timepoints (PN0 - PN21), pups were weighed and injected subcutaneously (in the back flank) with 20 μL of saline or dex. See experimental schematics for exact doses and timing.

### Ex vivo gonad culture

Fetal ovaries were dissected at E14.5 and pooled into ice cold 0.4% BSA in PBS as described above. Ovaries were cultured in Millicell 24-well hanging inserts, 1.0 μm PET (Millipore, MCRP24H48) at 37 °C, 5% CO_2_. Ovaries were cultured in DMEM / F12 base medium (Gibco, 11330–032) supplemented with 10% charcoal-stripped FBS (Sigma, F6765), 1 mM sodium pyruvate (Gibco, 11360070), 0.5 X MEM Nonessential Amino Acids (Corning, 25–025 CI), and 100 U/mL pen/strep (Gibco, 15140–122). Bottom chambers were filled with 1.3 mL of media, top inserts with 200 μL of media, and the media was changed daily. For experimental conditions, dex (Sigma, D1756) dissolved in DMSO was added to cultures at a final concentration of 1.0 μΜ.

### Embryonic gonad digestion

Fetal gonads were dissected into ice cold 0.4% BSA in PBS, washed once, and maintained on ice until ready for digestion. 0.4% BSA solution was removed and replaced with 100 μL of 0.25% Trypsin-EDTA (Fisher Sci, 25200056) per ovary pair, or 150 μL per testis pair. Samples were incubated in a 37 °C water bath for 30 min, with gentle pipetting every 10–15 min to facilitate the dissociation. After 30 min, DNase I (1 mg / mL) was added at a 1:10 dilution, and samples were incubated another 10 min at 37 °C. Samples were pipetted to ensure complete digestion, and then an equal volume of ice-cold FBS (Gibco, 10437028) was added to inactivate trypsin. To prepare for FACS sorting, Sytox Blue viability dye (Invitrogen, S34857) was added to samples at 1:1000 dilution, and then samples were filtered through a 35 μm filter into FACS tubes (Falcon, 352235).

### Fluorescence activated cell sorting (FACS)

To isolate germ cells expressing the *Pou5f1-ΔPE-eGFP* transgene from the GFP^–^ somatic compartment, we utilized either a BD FACSAria II or III system. Briefly, cells were gated to remove doublets/multiplets via FSC height vs area comparison, and then dead cells were gated out based on uptake of the Sytox Blue viability dye. GFP^+^ germ cells and GFP^–^ somatic cells were sorted directly into 300 μL of QIAgen RLT Plus Buffer (with βME). Upon completion of the sort, samples were immediately vortexed for 30 s and flash frozen.

### Tissue fixation

All mouse gonad tissue was fixed with fresh 4% paraformaldehyde (PFA) in PBS at 4 °C with rocking. Fixation times were as follows:

### Tissue fixation parameters

**Table:** 

Sex	Stage	Vol 4% PFA	Fixation Time	PBS Washes
XY	E12.5 - E14.5	1 mL / litter	30 min	3x10 min
	E15.5 - E16.5	1 mL / litter	45 min	3x10 min
	E17.5 - E18.5	1 mL / litter	1 hr	3x10 min
	PN0 - PN2	1 mL / pair	2 hr	4x10 min
	PN3 - PN5	1 mL / pair	4 hr	4x10 min
	PN6 - PN10	1 mL / testis	6 hr	4x15 min
	PN11 - PN14	4 mL / testis	12 hr	4x15 min
	PN15 - PN17	4 mL / testis	15 hr	4x15 min
	PN18 - PN21	4 mL / testis	18 hr	4x15 min
	Adult	4 mL / testis	O/N	4x15 min
XX	E12.5 - E15.5	1 mL / litter	30 min	3x10 min
	E16.5 - E18.5	1 mL / litter	45 min	3x10 min
	PN0 - PN7	1 mL / pair	2 hr	4x10 min
	PN21 - Adult	4 mL / ovary	O/N	4x15 min

### Tissue embedding and sectioning

Following PFA fixation and PBS washes, embryonic gonads were incubated overnight in 30% sucrose (in PBS) at 4 °C. The following day, the tissue was embedded in OCT (Tissue-Tek, 4583) and blocks stored at –80 °C until ready for sectioning. For all postnatal and adult tissues, gonads were first incubated in 10% sucrose (in PBS) for about 1–2 hr at 4 °C until the tissue sank to the bottom of the tube. Gonads were then transferred to incubate overnight in 30% sucrose (in PBS) at 4 °C. The following day, the tissue was transferred to 50/50 OCT / 30% sucrose and allowed to equilibrate for 6 hr at 4 °C prior to embedding in 100% OCT. Blocks were similarly stored at –80 °C until ready for sectioning. All blocks were sectioned on a Leica 3050 S Cryostat at a thickness of 5–10 μm depending on the tissue.

### Section immunofluorescence

For all cryosectioned slides, slides were thawed to room temperature and then washed three times (5 min each) with 1 X PBS to remove residual OCT. Slides were blocked for 1 hr at room temperature in 10% heat inactivated donkey serum +0.1% Triton X-100 in PBS. All primary antibody incubations were performed at 4 °C overnight in a humidified chamber, with primary antibodies diluted accordingly in blocking buffer. The next day, slides were washed three times with 1 X PBS (5 min each), followed by a 1 hr incubation at RT with secondary antibodies diluted in blocking buffer. Samples were washed three times with 1 X PBS (5 min each), mounted in VECTASHIELD Antifade Mounting Medium (Vector Laboratories, H-1000), and sealed with a coverslip.

### Preparation of meiotic spreads from embryonic ovaries

After dissection, ovary pairs were transferred to 1 mL centrifuge tubes containing 100 μL of dissociation buffer (0.025% Trypsin, 2.5 mg/mL collagenase, and 0.1 mg/mL DNase). Samples were incubated in a 37 °C water bath for 30 min, and were pipetted vigorously every 10 min using a P-200 pipette to facilitate digestion. After 30 min, trypsin activity was stopped by adding an equal volume of FBS and mixing well. Next, and equal volume of freshly prepared hypotonic buffer (30 mM Tris pH 8.2, 50 mM sucrose, 17 mM sodium citrate, 5 mM EDTA, 0.5 mM DTT, 0.5 mM PMSF, at a final pH of 8.2) was added per sample, and samples were incubated for 30 min at room temperature. Samples were centrifuged for 10 min at 1000 rpm at room temperature, the supernatant removed, and then resuspended in 100 mM sucrose (+7.5 mM Boric acid, final pH 8.2). Samples were typically resuspended in 60 μL per ovary, which usually made three slides per ovary. Positively charged slides were pre-cleaned with 70% ethanol, and then dried gently with a Kimwipe. Using a hydrophobic pen, a small (~2cm x 2cm) square was drawn on each slide, and the squares were each coated with approximately 20 μL of fixative solution (1% PFA, 0.15% Triton X-100, 3 mM DTT, 7.5 mM Boric acid, final pH 9.2). Using a P-20 pipette, 20 μL of the cell suspension was dropped onto the square from approximately one foot above. Slides were incubated for 1 hr in a covered humidified chamber at room temperature to allow fixation of nuclei to slide, and then incubated uncovered for approximately 3 hr to allow slides to fully dry. Once dry, slides were washed twice with 0.4% Photoflo in H_2_O (Kodak, 146 4510) by fully submerging slides for 2 min each. Finally, slides were allowed to fully dry, then stored at –80 °C until ready to stain.

### Staining of meiotic spreads – SYCP1, SYCP3, and γH2AX co-stain

Slides were warmed to room temperature, and then immediately incubated with 0.1% Triton X-100 in PBS for 10 min to permeabilize. Slides were washed three times with 1 X PBS for 5 min each, and then blocked for 1 hr at room temp in 5% BSA in PBS. Slides were incubated overnight at 4 °C with primary antibodies diluted in 5% BSA: rabbit α-SYCP1 (Abcam, ab15090; 1:200) and mouse α-γH2AX (Millipore Sigma, 05–636-I; 1:200). The following day, slides were washed three times, ten minutes each, with 1 X PBS, and then incubated for 1 hr at room temp with secondaries in 5% BSA: donkey α-mouse 555 (1:200), donkey α-rabbit 647 (1:200), and DAPI (1:1000). Next, slides were washed three times, ten minutes each, with 1 X PBS, and then incubated for 1 hr at room temp with pre-conjugated mouse α-SYCP3 (Abcam, ab205846; 1:50). Slides were washed again three times, and then mounted with VECTASHIELD Antifade Mounting Medium (Vector Laboratories, H-1000).

### Confocal microscopy

All imaging was performed on a white-light Leica TCS SP8 inverted confocal microscope using either an HC FLUOTAR L 25×/0.95 VISIR water objective (Leica) or an HC PL APO 63 x/1.40 CS2 oil objective (Leica). All images were taken at 1024x1,024 pixel resolution, and any tile scan images were merged using Leica software.

### Quantitative image analysis using Imaris

All analyses described below were performed using Imaris Microscopy Image Analysis Software v8.3.1 (Oxford Instruments).

### Cellular segmentation with WGA

In order to segment individual cells within a tissue section, we utilized fluorophore-conjugated forms of the lectin wheat germ agglutinin (WGA) (Biotium, 29022–1, 29062–1, 29025–1) to outline all cellular membranes. Slides were stained overnight with WGA (1:50) using the standard section immunofluorescence protocol outlined above. Confocal.lif files were imported into Imaris, and individual cells were computationally segmented using the ‘Cell’ module with the following settings: { Detection Type: ‘Detect Cell Only’ // Region: ‘Whole Image’ // Cell Type: ‘Cell Membrane’ // Cell Smallest Diameter: ‘7 μm’ // Cell Membrane Detail: ‘0.75 μm’ // Cell Filter Type: ‘Smooth’ // Quality Threshold: ‘Manual’ // Number of voxels:>20.0 }. The resulting segmented regions were then filtered to remove ‘empty’ (non-cell-containing) regions by applying the following filters: { Size Filter: ‘25–400 μm^2^’ // Cell Intensity Mean (DAPI channel):>20.0 }. Lastly, regions containing doublet cells (based on DAPI), were manually removed. To further subset out germ cells, an additional filter was applied based on the germ cell marker used: { Cell Intensity Mean (Germ cell marker channel): *manually determined* }.

### Calculating normalized GR protein levels

After performing cellular segmentation with WGA as described above, the mean fluorescence intensity values of all channels were exported for each individual cell. Mean fluorescence intensity values for the GR channel were normalized to those of the DAPI channel on a per cell basis, and the resulting normalized values were plotted.

### Protein extraction and quantification

Proteins were extracted from either whole-gonad tissue or FACS-sorted cells using Pierce RIPA Buffer (Thermo Fisher, 89900) as per the manufacturer’s protocol. For FACS-sorted, frozen cell pellets (100–300 k cells), pellets were thawed on ice and resuspended in 100 μL of RIPA buffer. Suspension was incubated on ice for 15 min, with vortexing every three minutes. Suspension was spun at 16,000 x *g* for 15 min at 4 °C to pellet non-soluble cellular debris, and then supernatant transferred to a fresh tube. For whole-gonad tissue, dissected gonads were washed once with 1 X PBS (without BSA), and then resuspended in 100–200 μL of RIPA buffer (depending on stage / number of gonads). Tissue was homogenized using a motorized pestle, on ice, until no visible tissue pieces remained. The suspension was then incubated on ice for 15 min (with vortexing every 3 min), and spun at 16,000 x *g* for 15 min at 4 °C as described above. Total amount of protein was quantified using a Pierce BCA Protein Assay Kit (Thermo Fisher, 23227) with BSA protein standards, following the manufacturer protocol exactly.

### Western blotting

Prior to loading, protein samples were diluted with sample buffer (4 X Laemmli Buffer (Bio-Rad, #1610747) supplemented with 10% β-mercaptoethanol) and water to reach a final sample buffer concentration of 1 X. Samples were boiled in microcentrifuge tubes in a thermocycler for 5 min at 95 °C to denature proteins. For all blots, samples were run on Tris/Glycine Mini-PROTEAN TGX Precast SDS-PAGE gels, 4–15% (Bio-Rad #4561085), with 1 X Tris/Glycine/SDS Buffer (Bio-Rad #1610732). Five μL of either WesternSure Pre-stained Chemiluminescent Protein Ladder (LI-COR #926–98000) or Chameleon Duo Pre-stained Protein Ladder (LI-COR #928–60000) were used depending on the downstream imaging system. All gels were electrophoresed at 50 V for 10 min, and then 100 V for 50–60 min. All gels were transferred to Immobilon-FL PVDF Membrane (Millipore #IPFL10100; pre-activated with 100% methanol) using the Bio-Rad Trans-Blot SD semi-dry transfer cell (Bio-Rad # 1703940) at 15 V for 60 min at 4 °C. Transfer buffer was prepared as a 1 X final solution by mixing 7:2:1 of ddH_2_O: methanol: 10 X Tris/Glycine Transfer Buffer (Bio-Rad #1610734). Following transfer, membranes were blocked for 60 min with 5% non-fat milk (Bio-Rad #1706404) prepared in 1 X TBST (TBS +0.1% Tween 20; Bioworld #42020084–1) on a rotator at RT. Primary antibodies were diluted in 5% non-fat milk and membranes incubated at 4 °C overnight with gentle rotation. The following day, membranes were washed three times with 1 X TBST for 5 min at RT with gentle rotation. Secondary antibodies, HRP-conjugated goat α-rabbit IgG (Abcam #ab205718) or HRP-conjugated goat α-mouse IgG (Abcam #ab205719) were diluted 1:5000 in 5% non-fat milk and incubated with membranes for 1 hr at RT with gentle rotation, and then washed three times with 1 X TBST for 5 min at RT with gentle rotation. Membranes were imaged using the Pierce ECL Western Blotting Substrate (Thermo #32109) and developed on autoradiography film.

### RNA isolation

For bulk gonad tissue (both freshly isolated and ex vivo cultured), gonads were first homogenized in a 1.5 mL centrifuge tube in 100 μL TRIzol (Invitrogen 15596026) using a motorized pestle. After bringing the final volume to 1 mL with TRIzol, samples were vortexed on high for 30 s before storing at –80 °C. To extract total RNA from TRIzol samples, 200 μL of chloroform was added per sample. Samples were vortexed vigorously for 30 s and then centrifuged at 12,000 x *g* for 15 min at 4 °C. The upper aqueous layer was carefully extracted, mixed 1:1 with an equal volume of fresh 70% ethanol, and loaded onto a QIAgen RNeasy Micro spin column for further cleanup and elution. The QIAgen RNeasy Micro Kit (cat. no. 74004) protocol was followed exactly, including the on-column DNase digestion for 15 min. For FACS-sorted cell samples that were sorted into QIAgen RLT Plus Buffer, samples were mixed with equal volume of 70% ethanol and loaded onto column without TRIzol homogenization and chloroform extraction. RNA concentrations were quantified using the Qubit RNA HS Assay Kit (ThermoFisher cat. no. Q32852) following the manufacturer’s protocol.

### SYBR green qRT-PCR primer design

All primer sets used for qRT-PCR were designed from scratch. For each gene of interest, the mouse cDNA sequence of the predominant, full-length isoform was downloaded from the Ensembl database (https://www.ensembl.org). To identify potential primers with minimal off-target amplification across the mouse transcriptome, cDNA sequences were uploaded to NCBI’s Primer BLAST tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast), and primer searches were run with the following modified search parameters: PCR product size: 70–200 bp; Primer melting temperatures: Min: 60 °C, Opt: 62 °C, Max: 64 °C, Max T_m_ diff: 1 °C; Database: Refseq mRNA; Organism: *Mus musculus*; Primer specificity stringency: “Ignore targets that have more than 4 or more mismatches to the primer”; Primer GC content: 30–70%; Max self complementarity: 3.00; Max pair complementarity: 3.00; Concentration of divalent cations: 3; Concentration of dNTPs: 0.2. Resulting putative primer pairs were screen manually for minimal self/pair complementarity scores, and then checked using the Beacon Designer tool (http://www.premierbiosoft.com/qOligo/Oligo.jsp?PID=1) for any potential primer-dimer events by selecting for primer pairs that had ΔG values closest to zero for Cross Dimer, Self Dimer and Hairpin scores. Lastly, the expected PCR product of any putative primer pairs was checked for potential secondary structure formation using IDT’s UNAFold program (https://www.idtdna.com/unafold). As no primer pairs were completely without potential secondary structure formation, primer pairs were deemed acceptable so long as none of the predicted secondary structures had an anticipated T_m_ value at or above the annealing temperature of our cycler reaction (60 °C). Whenever possible, primer pairs that spanned an intron were selected to minimize any amplification from contaminating genomic DNA. All primers used were validated through a standard melt curve analysis following qRT-PCR reactions (95 °C, 30 sec // 60 °C, 1 min // 95 °C then dec by 0.15 °C every sec) to ensure the amplification of a single PCR product as anticipated, and any primer pairs that failed melt curve analysis were discarded and redesigned.

### Quantitative RT-PCR

Prior to qRT-PCR, 100–1000 ng of RNA per sample was reverse transcribed using the qScript cDNA SuperMix (QuantaBio cat. no. 95048–100). qRT-PCR was performed using PowerUp SYBR Green Master Mix (Thermo A25776), as per manufacturer’s instructions. For each individual reaction, 1 ng total cDNA was used, with a final primer concentration of 0.5 μM each, and all reactions were performed in technical triplicate. All experiments were run on a Thermo Fisher QuantStudio 5 with the following cycler conditions: (50 °C, 2 min) – 1 cycle // (95 °C, 2 min) – 1 cycle // (95 °C, 30 sec; 60 °C, 1 min) – 40 cycles. For all experiments, qRT-PCR analysis was performed using standard ΔΔC_T_ method. Briefly, ΔC_T_ values were calculated by normalizing C_T_ values for individual target probes to the average C_T_ value of a standard housekeeping gene (typically 18 S ribosomal RNA); ΔΔC_T_ values were calculated by normalizing sample ΔC_T_ values to the reference sample of choice (here usually ‘WT’ or dex untreated); Fold change values were calculated by taking 2^-ΔΔCT^.

### Qualitative RT-PCR

Prior to RT-PCR, 100–1000 ng of RNA per sample was reverse transcribed using the qScript cDNA SuperMix (QuantaBio, 95048–100). All PCR reactions were performed using GoTaq Green Master Mix (Promega, M7123) with 0.25 ng total cDNA per reaction, with a final primer concentration of 0.5 μM each. Cycler conditions: { 95 °C, 3 min – 1 cycle // (95 °C, 15 sec; (55-60)°C, 15 sec; 72 °C, 30 sec) – 35 cycles // (72 °C, 10 min) – 1 cycle // 4 °C hold }. For each primer pair, a temperature gradient PCR was used to determine the optimal annealing temperature. Products were electrophoresed on a 2% agarose gel at 150 V for 30 min, and then visualized using a Bio-Rad GelDoc imager. Mouse XpressRef Universal Total RNA (QIAgen, 338114) was reverse transcribed and used at a concentration of 250 ng cDNA per reaction as a positive control for each primer set. Nuclease free water (Thermo Fisher, AM9937) was used as a negative control.

### Single-cell RNA sequencing

#### Sample preparation

To generate embryos homozygous for the GR knockout allele (*Nr3c1*^KO/KO^), heterozygous females (*Nr3c1*^KO/+^) were crossed to heterozygous males also carrying an *Pou5f1*-GFP transgene (*Nr3c1*^KO/+^; Tg:*Pou5f1*^GFP/GFP^) to facilitate FACS sorting of germ cells. Pregnant dams were dissected the morning of E15.5, and tail clips were taken from each embryo to determine GR genotype. Fetal ovaries were dissected on ice, the mesonephroi removed, and the ovaries were digested for FACS sorting as described above. Fetal ovaries were pooled based on genotype (n=4 ovary pairs for WT GR^+/+^, and n=2 ovary pairs for *Nr3c1*^KO/KO^). In order to enrich for germ cells (relative to the predominant somatic cells), live germ cells were FACS sorted based on Tg:*Pou5f1*^GFP^ expression, and somatic cells spiked back into the germ cell population at a ratio of 60 : 40, germ: soma. The final cell suspension was resuspended in 0.04% BSA at a concentration of 1000 cells / μL, and was used for 10 X single-cell capture as described below.

#### 10X capture, library preparation, and sequencing

The following sample preparation and sequencing was all performed by the UCSF CoLabs Initiative. All samples were processed with the standard Chromium 10 X Single-Cell 3’ Reagent Kit v3 workflow. In summary, final cell suspensions were loaded onto the 10 X Chromium microfluidics chip along with reaction master mix, partitioning oil, and Single-Cell 3’ v3 Gel Beads in order to generate Gel Beads-in-emulsion (GEMs) containing individual cells. RT reactions were performed within individual GEMs to generate cell-barcoded full-length cDNA, followed by GEM breakdown, cDNA pooling, cDNA PCR amplification, cleanup, and QC. Amplified cDNA was enzymatically fragmented, end repaired, A-tailed, size selected, and ligated with adapters. Following a sample indexing PCR reaction and final size selection, sample libraries were pooled, QC’ed, and sequenced on an Illumina NovoSeq 6000 platform. Resulting paired-end sequencing reads were processed using the 10 X Cell Ranger software to generate feature-barcode matrices.

### Data analysis

All single-cell RNA-seq data processing was performed in house using Seurat (Satija et al., 2015) v3.2.3. Count matrices for both WT and KO conditions were read into Seurat to create Seurat Objects, and were then filtered as follows: WT: { nFeature_RNA: 1500–6500 // nCount_RNA: 5500–40,000 // % mitochondria: < 10% }; KO: { nFeature_RNA: 1200–5500 // nCount_RNA: 3000–30,000 // % mitochondria: < 10% }. Both WT and KO Seurat objects were combined using the ‘merge’ function, and the resulting objects were processed for dimensional reduction using the standard Seurat workflow using the following functions: NormalizeData, FindVariableFeatures, ScaleData, RunPCA, RunUMAP, FindNeighbors, and FindClusters. During ScaleData, the following variables were regressed out: nFeature_RNA, nCount_RNA, percent.mito, and percent.ribo. The cell type identities of each cluster were determined by comparing top cluster markers to a previously annotated list E16.5 ovarian cell type specific markers (Niu and Spradling, 2020). Pairwise differential gene expression analyses were performed between WT and KO cells independently for each of the main cell type clusters (germ, theca, granulosa, and epithelia) using the FindMarkers function using the default Wilcoxon Rank Sum test. Genes with an adjusted p-value less than 0.05 and a log fold change greater than 0.25 were considered significant.

### 3’ Tag-Seq

#### Sample preparation

To generate embryos homozygous for the GR knockout allele (*Nr3c1*^KO/KO^), heterozygous females (*Nr3c1*^KO/+^) were crossed to heterozygous males also carrying an *Pou5f1*-GFP transgene (*Nr3c1*^KO/+^; Tg:*Pou5f1*^GFP/GFP^) to facilitate FACS sorting of germ cells. Pregnant dams were dissected the morning of E17.5, and tail clips were taken from each embryo to determine GR genotype. Fetal ovaries were dissected on ice, the mesonephroi removed, and the ovaries were digested for FACS sorting as described above. 

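The counts give a check of which cells were sorted. Of 10 genes of fetal oocytes, 9 had counts, and their sum was 9510 to 16960 CPM per library, here without the TMM factor. In contrast, 15 genes of somatic cells of the fetal ovary summed to 129.7 to 400.3 CPM, with at least some counts for all 15. The median over the 13 libraries was 12850 CPM for the oocyte genes and 187 CPM for the somatic genes. Genes of erythroid cells summed to 0 to 1263 CPM, with the highest sum in flox replicate 1 and the next highest at 393 CPM. The 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had 3 to 20 counts per library. The oocyte gene without counts was *Sycp3* (chromosome 10, 88459569 to 88473236), whose whole interval lies inside *Chpt1* on the opposite strand and which had 0 counts in all 13 libraries. *Pou5f1* had 0 to 35 counts per library, and part of its interval is overlapped by another gene. *Gapdh* had 0 to 8 counts per library and, like *Sycp3* and *Pou5f1*, was not tested. The oocyte list shares *Sycp1*, *Sycp3* and *Smc1b* with the genes of the qRT-PCR panel. Of the 9 oocyte genes tested, 0 were called between KO and WT or between cKO and flox, adjusted over the list alone or over all genes tested, as were 0 of the 12 somatic genes tested. An unadjusted p-value under 0.05 was found for 1 oocyte gene in each comparison and for 1 somatic gene in the KO comparison. In limma's camera test with a preset correlation of 0.01, the oocyte genes as a set gave p = 0.261 for KO against WT and p = 0.763 for cKO against flox, and the somatic genes gave p = 0.921 and p = 0.519. Over the 10 tests of 5 lists in 2 comparisons, the lowest Benjamini-Hochberg adjusted p was 0.976, and the lowest p was 0.382 with fry and 0.387 with an estimated correlation.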

Tg:*Pou5f1*-GFP^+^ germ cells from individual embryo ovary pairs were FACS sorted directly in QIAgen RLT +buffer and stored at –80 until ready for RNA extractions as outlined above. To generate embryos with a conditional deletion of GR (*Nr3c1*^cKO/cKO^), females homozygous for an exon 3 floxed GR allele (*Nr3c1*^flox/flox^) were crossed to similar males that were also heterozygous for the germ cell specific *Pou5f1*^CreERT2^ allele (*Nr3c1*^flox/flox^; *Pou5f1*^CreERT2/+^; Tg:*Pou5f1*^GFP/GFP^). Pregnant dams were injected at E10.5 with 125 μg / g tamoxifen to induce recombination and deletion of GR exon 3 specifically in the germ cells. Both *Nr3c1*^cKO/cKO^ and control *Nr3c1*^flox/flox^ embryos were collected from tamoxifen-injected dams, and thus were equally exposed to tamoxifen in utero. Pregnant dams were dissected the morning of E17.5 and processed for FACS sorting as described for *Nr3c1*^KO/KO^ females above.

#### Library preparation and sequencing

All library preparations and sequencing were performed by the University of California, Davis DNA Technologies & Expression Analysis Core. Gene expression profiling was carried out using a 3’ Tag-RNA-Seq protocol. Barcoded sequencing libraries were prepared using the QuantSeq 3’ mRNA-Seq Library Prep FWD kit (Lexogen) for multiplexed sequencing according to the manufacturer recommendations. The library fragment size distribution was determined using microcapillary gel electrophoresis on a Bioanalyzer 2100 (Agilent), and libraries were quantified using a Qubit fluorometer (LifeTechnologies). Final libraries were pooled in equimolar ratios and sequenced on an Illumina HiSeq 4000.

### Data analysis

Data analysis of 3’ Tag-Seq data was performed in house. Illumina universal adapters (AGATCGGAAGAG) were trimmed from fastq files using cutadapt (Martin, 2011). 

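Where the annotation places a gene wholly inside other genes, the deposited table has no counts for it. Among protein-coding genes of GENCODE M21, an mm10 annotation that names 54587 genes of the table, 1218 lie wholly inside the intervals of other genes, and all 1218 had 0 counts in all 13 libraries. This includes the 673 that lie only inside genes of the opposite strand. Among the 11591 protein-coding genes that overlap no other gene, 3558 (30.7%) had 0 counts, and among the 8589 overlapped over part of their interval, 949 (11.0%) had. The paper's text does not name the annotation or the strand setting of the counting.
Between embryos of a group, counts spread more than independent reads would. For genes with a mean of 20 to 50 counts per library, 1084 of 2376 genes (45.6%) had a library with 0 counts, where independent reads would give 1.36e-05 genes. The median ratio of variance to mean within groups was 17.3 for genes with a mean of 5 to 10 counts and 28.9 for genes with a mean of 200 to 500 counts. It was 44.8 at means of 500 to 1000 and 86.3 at means of at least 1000. The coefficient of variation fell from 155% in the lowest of these classes to 22.8% in the highest.

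**Figure D4:**
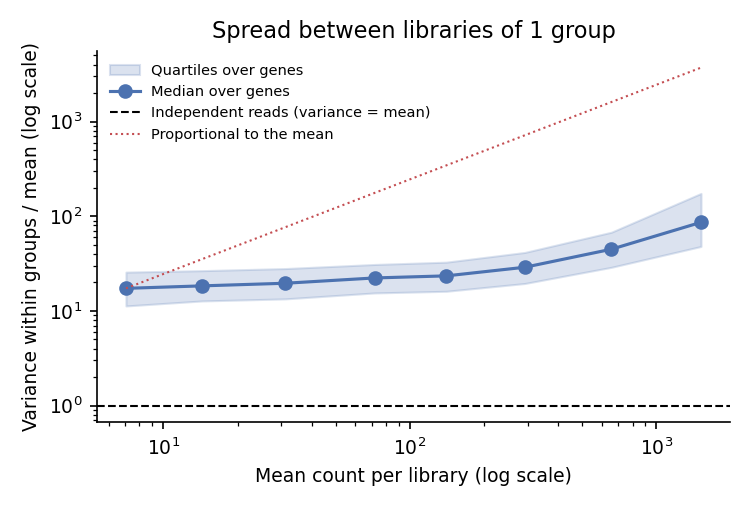
Ratio of variance to mean within groups (log scale) against the mean count per library (log scale), as the median over genes with the quartiles as a band. The dashed line at 1 is the ratio of independent reads and the dotted line is a ratio that grows with the mean, and the medians rise from 17.3 to 86.3.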

Paired-end reads were aligned to the mm10 genome using STAR (Dobin et al., 2013) v2.6.0, and counts files were generated using featureCounts (Liao et al., 2014) v1.6.3. Differential expression analysis was performed using edgeR (Robinson et al., 2010) v3.28.1 and limma (Ritchie et al., 2015) v3.42.2. The resulting p-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted p-value ≤0.05 were assigned as differentially expressed.

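What this threshold could detect was measured on simulated libraries with the library sizes and spread of the real ones. The groups compared shared the mean of their real libraries for each gene, and 200 genes were then changed in 1 group by a known fold. Changed genes that failed the filter on low counts counted as not called, and 11841 to 11907 genes passed it. With edgeR's quasi-likelihood test, 0% of the changed genes were called in either comparison at a 2-fold change. At a 4-fold change, this test called 27% for KO against WT and 24.5% for cKO against flox, and at a 16-fold change 61% and 66%. Among changed genes with a mean of at least 50 counts per library, it called 44.6% at a 4-fold change in the KO comparison and 76.6% at an 8-fold change. Limma's voom called fewer of the 200 changed genes, 39 and 37 at a 4-fold change and 91 and 98 at a 16-fold change. In the real libraries, the median standard error of a log2 fold change was 0.855 for KO against WT and 0.797 for cKO against flox. The 95% confidence interval lay within 1 of 0 on the log2 scale for 1487 genes (11.4%) in the KO comparison and for 1954 genes (14.9%) in the cKO comparison. For the other genes, a 2-fold difference between the groups was not excluded at this depth and number of embryos.

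**Figure D5:**
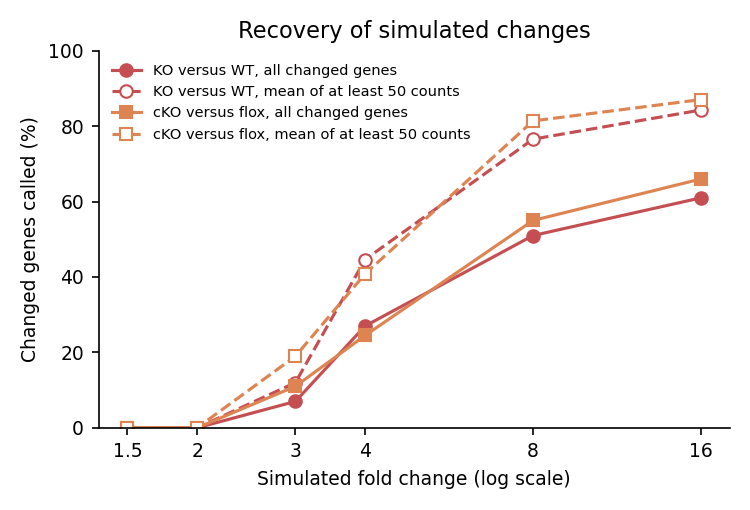
Share of simulated changed genes that edgeR's test called (percent) against the simulated fold change (log scale), for KO against WT and cKO against flox. Shares are over all changed genes and over those with a mean of at least 50 counts. The share is 0% at a 2-fold change and reaches 61% and 66% of all changed genes at a 16-fold change.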

### Bulk RNA-seq on in vivo dex-dosed gonads

#### Sample preparation

For analysis of female germ cells by RNA-seq, pregnant dams were injected by IP at approximately 09:00 with either saline or 10 mg dex / kg weight daily at E12.5, E13.5, E14.5 and E15.5. Embryos were dissected at E15.5 at approximately 15:00, and fetal ovaries placed in ice-cold 0.4% BSA in PBS. Mesonephroi were carefully microdissected away from the ovary, and ovaries were then digested for FACS sorting as described above. For analysis of male germ cells by RNA-seq, pregnant dams were injected via IP at approximately 09:00 with either saline of 10 mg dex / kg weight daily at E17.5 and E18.5. Following delivery the evening of E18.5, PN0 pups were injected the following morning subcutaneously with either saline or 10 mg dex / kg bodyweight. Pups were then sacrificed at approximately 11:00 on PN1, and testes placed in ice-cold 0.4% BSA in PBS. The tunica vaginalis was carefully microdissected away from each testis, and testes were then digested for FACS-sorting as described above.

#### Library preparation and sequencing

All library preparations and sequencing were performed by the company Novogene. mRNA was purified from total RNA using poly-dT magnetic beads. Following mRNA fragmentation, first strand cDNA synthesis was carried out using random hexamer primers, followed by second strand cDNA synthesis. Fragment ends were repaired, A-tailed, and ligated with sequencing adapters, followed by size selection, PCR amplification, and purification. Final libraries were quantified using Qubit and run on an Agilent Bioanalyzer system to ensure proper size distribution. Quantified libraries were pooled and sequenced on an Illumina platform. Clustering of the index-coded samples was performed according to the manufacturer’s instructions, and library preparations were subsequently sequenced to generate paired-end reads.

### Data analysis

Initial data QC, genome alignment, and differential expression analysis was all carried out by Novogene.

### Alignment

The mm10 reference genome was indexed using Hisat2 (Pertea et al., 2016) v2.0.5. Cleaned, paired-end reads were aligned to the mm10 genome using the splice-aware aligner Hisat2 v2.0.5.

### Expression quantification

Counts of reads mapping to each gene were determined using featureCounts (Liao et al., 2014) v1.5.0-p3. FPKM values were calculated for each gene based on the length of the gene, sequencing depth, and read counts mapping to the gene.

### Differential expression analysis

Differential expression analysis of pairwise conditions was performed using DESeq2 (v1.20.0) (Love et al., 2014). The resulting p-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *P*-value ≤0.05 were assigned as differentially expressed.

### Gene ontology enrichment analysis

GO Term enrichment analysis was performed using the GO Consortium’s online tool at: http://geneontology.org/. A list of significant genes (adjusted p-value ≤0.05) was uploaded and used to look for enriched biological processes, utilizing a Fisher’s Exact test followed by Bonferroni correction for multiple testing. Lists for upregulated and downregulated genes were run independently. The results were sorted based on highest fold enrichment scores, and the top ten processes for each category plotted.

### Differential splicing analysis using rMATS

Differential transcript splicing analysis was performed using rMATS (Shen et al., 2012) version 4.1.2, with genome-aligned BAM files generated from paired end RNA-seq reads used as input. Comparisons were made between saline treated and dex treated germ cells from PN1 testes (Figure 5A), using the rMATS settings: -t paired; --readLength 150. Results were visualized as sashimi plots, generated with the program rmats2sashimiplot.

### Antibodies and labeling reagents used

**Table:** 

Target	Company	Product #	Dilution	Host Species	Clonality
GR (*Nr3c1*) *	Cell Signaling	12041 S	1:200 (IF)	Rabbit, IgG	mono
GR (*Nr3c1*) **	Cell Signaling	3660 S	1:1000 (WB)	Rabbit, IgG	mono
GFP	Aves	GFP-1020	1:200 (IF)	Chicken, IgY	poly
TRA98 (*Gcna1*)	Abcam	ab82527	1:300 (IF)	Rat, IgG2a	mono
NOBOX	N/A***	N/A	1:400 (IF)	Goat	unknown
SYCP3-488	Abcam	ab205846	1:50 (spreads)	Mouse, IgG1	mono
γH2AX (Ser139)	Millipore Sigma	05–636-I	1:200 (spreads)	Mouse, 1gG1 κ	mono
SYCP1	Abcam	ab15090	1:200 (spreads)	Rabbit, IgG	poly
FKBP5	ThermoFisher	711292	1:200 (IF)	Rabbit, IgG	poly
PLZF (*Zbtb16*)	R&D	AF2944	1:200 (IF)	Goat, IgG	poly
c-KIT (*CD117*)	R&D	AF1356	1:200 (IF)	Goat, IgG	poly
VASA/MVH (*Ddx4*)	Abcam	ab13840	1:500 (IF)	Rabbit, IgG	poly
Lectin PNA	Thermo Fisher	L21409	1:1000 (IF)	N/A	N/A

### RT-PCR primers used

**Table:** 

Target	Forward Primer	Reverse Primer
*Actb*	5’-ACTCTGTGTGGATCGGTGGC-3’	5’-AGCTCAGTAACAGTCCGCCTAGAA-3’
*Ddx4*	5’-AGGCCCGTTCAGAAGAGGGG-3’	5’-GCCTGAATCACTTGCTGCTGGT-3’
*Nr3c1* - exon 1 A	5’-GCCCGGCCTTATCTGCTAGAAGTGG-3’	5’-ACAAGTCCATCACGCTTCCCCTCC-3’
*Nr3c1* - exon 1B	5’-TATCTGGCTGCGGTGGGAGCC-3’	5’-ACAAGTCCATCACGCTTCCCCTCC-3’
*Nr3c1* - exon 1 C	5’-GGAGCCAGGGAGAAGAGAAACTAAAG-3’	5’-ACAAGTCCATCACGCTTCCCCTCC-3’
*Nr3c1* - exon 1D	5’-GACCTGGCAGCACGCGAGT-3’	5’-ACAAGTCCATCACGCTTCCCCTCC-3’
*Nr3c1* - exon 1E	5’-TTCGCCGTGCAACTTCCTCCGAAT-3’	5’-ACAAGTCCATCACGCTTCCCCTCC-3’
*Nr3c1* - exon 1 F	5’-CACTGAGCCTGGAGCAGCAAATG-3’	5’-ACAAGTCCATCACGCTTCCCCTCC-3’
*Nr3c1* - exon 1 G	5’-GAGGGCAGGCTTCCGTGACAAC-3’	5’-ACAAGTCCATCACGCTTCCCCTCC-3’
*Nr3c1* - exon 1α	5’-CCTTGCAGTTGCCGACAGTCG-3’	5’-ACAAGTCCATCACGCTTCCCCTCC-3’
*Nr3c1* - exon 1β	5’-CATAACACCTTACTCCCCAACCCCC-3’	5’-ACAAGTCCATCACGCTTCCCCTCC-3’
*Nr3c1* - exon 1γ	5’-GAGCACCTCTGCCAAAATGGTGAC-3’	5’-ACAAGTCCATCACGCTTCCCCTCC-3’
*Nr3c1* - exon 2–3	5’-CAGCTCCTCCACAGCAACGG-3’	5’-TGCTGTCCTTCCACTGCTCTTT-3’

### qRT-PCR primers used

**Table:** 

Target	Forward Primer	Reverse Primer
*Dmc1*	5’-CGGCTACTCAGGTGGAAAGA-3’	5’-GTTGAAGCGGTCAGCAATGT-3’
*Fkbp5*	5’-ATGCTTATGGCTCGGCTGG-3’	5’-AGTATCCCTCGCCTTTCCGT-3’
*Gapdh*	5’-ACTTTGGCATTGTGGAAGGG-3’	5’-AGGGATGATGTTCTGGGCA-3’
*Hnrnpa2b1*	5’-CTTTCTCATCTCGCTCGGCT-3’	5’-GTTCCTTTTCTCTCTCCATCGC-3’
*Hnrnph3*	5’-AGGATACGGGTCTGTTGGGA-3’	5’-TCCACTCATTCCACCTTGCC-3’
*Nr3c1*	5’-CAGCTCCTCCACAGCAACGG-3’	5’-TGCTGTCCTTCCACTGCTCTTT-3’
*Prdm9*	5’-GCAGAGATGGGAGAGTGGGA-3’	5’-TGGGGTTTCATTGCTTGCCT-3’
*Prpf31*	5’-ACCCTGTCTGGCTTCTCTTC-3’	5’-CACCTTCCCTTCTGTGCTCT-3’
*Rn18S*	5’-TGCATGTCTAAGTACGCACGGC-3’	5’-AGCGAGCGACCAAAGGAACC-3’
*Smc1b*	5’-GCCCACCTTACACTCCTTCT-3’	5’-TCTGGCTTCCTTTCTGCTGG-3’
*Srsf7*	5’-GAGGATTGGATGGGAAAGTGAT-3’	5’-CGTGACCTGCTTCTTCTTCG-3’
*Sycp1*	5’-GAGGGGAAGCTCACGGTTC-3’	5’-CAGTGTGAAGGGCTTTTGCT-3’
*Sycp3*	5’-ATCTGGGAAGCCACCTTTGG-3’	5’-GAGCCTTTTCATCAGCAACATCT-3’
*Tra2b*	5’-GCTCCTCGCAAAAGTGTGG-3’	5’-GATTCCCGCTCGCCGT-3’

## Data Availability

Genomics data has been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE234681. The following dataset was generated: CincottaSA 2023Differential susceptibility of male and female germ cells to glucocorticoid-mediated signalingNCBI Gene Expression OmnibusGSE23468110.7554/eLife.90164PMC1094558138226689

# Supplementary material for: Differential susceptibility of male and female germ cells to glucocorticoid-mediated signaling
**Source:** eLife. 2024 Jan 16;12:RP90164. doi: 10.7554/eLife.90164
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR) Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

### **Materials:**

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |                                                   | N/A |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend                                           | N/A |
|-----------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | Table entitled " <b>Antibodies and Labeling Reagents Used</b> " provided in Methods section |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend                         | N/A |
|---------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Table entitled " <b>RT-PCR Primers Used</b> " provided in Methods section |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                   | X   |

|                                                                                        |  |  |
|----------------------------------------------------------------------------------------|--|--|
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  |  |
|----------------------------------------------------------------------------------------|--|--|

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section/figure legend</b>                                                                                                                    | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | This information including MGI numbers used is included in the Methods section in a table entitled “ <b>Mouse lines used, genotyping primers, and genotyping reactions</b> ” |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                                                                                                                                              | X          |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                           | X          |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                           | X          |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section/figure legend) or state<br/>if these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                      | X          |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                           | X          |

| <b>Laboratory protocol</b> | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|----------------------------|-----------------------------------------------------------|------------|
|----------------------------|-----------------------------------------------------------|------------|

|                                                                                         |  |   |
|-----------------------------------------------------------------------------------------|--|---|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | X |
|-----------------------------------------------------------------------------------------|--|---|

| Experimental study design (statistics details) *                        |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               | Sample size is indicated in figure legends and methods section                                            |     |
| Randomisation                                                           | Not done                                                                                                  |     |
| Blinding                                                                | Not done                                                                                                  |     |
| Inclusion/exclusion criteria                                            |                                                                                                           | X   |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend                                    | N/A |
|------------------------------------------------------------------------|-----------------------------------------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | Not done                                                                          |     |
| Define whether data describe technical or biological replicates.       | This is specified in legends for figures and supplemental figures where relevant. |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form              | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                               | X   |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | This is stated in the Methods section under "Mouse Husbandry" |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                               | X   |

| <b>Dual Use Research of Concern (DURC)</b>                                                                                                               | <b>Indicate where provided:<br/>section/submission form</b> | <b>N/A</b> |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                             | x          |

## Analysis:

| <b>Attrition</b>                                                                                                                                                                                                      | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |                                                           | x          |

| <b>Statistics</b>                                            | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------|-----------------------------------------------------------|------------|
| Describe statistical tests used and justify choice of tests. | This is described in the Methods section                  |            |

| <b>Data availability</b>                                                                                                                                         | <b>Indicate where provided:<br/>section/submission form</b>                                               | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|------------|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | In the acknowledgements section                                                                           |            |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | Genomics data has been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE234681. |            |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         |                                                                                                           | x          |

| <b>Code availability</b>                                                                                                                                                                                                                                           | <b>Indicate where provided:<br/>section/figure legend</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------|------------|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                           | x          |

|                                                                                                                                                                                                              |                                                              |   |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------|---|
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |                                                              | s |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation.                                                                                                      | Where relevant, the publication describing the code is cited |   |

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided: section/figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                | x   |

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence

intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

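Germ cells marked by the *Pou5f1*-GFP transgene were sorted from the ovaries of single embryos at E17.5, and a 3' Tag-Seq library was made from each embryo. The 13 female libraries form 4 groups. WT (n = 3) and KO (n = 3) embryos come from the constitutive cross, and Cre-negative floxed controls (flox, n = 3) and *Pou5f1*-CreERT2 embryos (cKO, n = 4) come from the conditional cross, in which all dams received 125 μg / g tamoxifen at E10.5. Each library was assigned to its group from the deposited sample labels.

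The authors trimmed adapters with cutadapt, aligned the reads to mm10 with STAR and counted reads per gene with featureCounts, and the deposited table gives these counts without normalization, with 1 column per embryo. The authors also deposited a table for KO against WT and one for cKO against flox, made with edgeR and limma. For each gene these deposited tables give a log2 fold change, a mean log2 expression, a moderated t statistic and a log-odds score. They also give the authors' p-value and Benjamini-Hochberg adjusted p-value. The paper's text does not name the annotation, the strand setting of the counting, the filter on low counts or the libraries in the fit, so these tables were used only for comparison and are marked as the paper's wherever they appear. Gene symbols and intervals were taken from GENCODE M21 on mm10, which gave a symbol to 54587 of the 55335 genes in the count table and none to 748.

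Between 2048706 and 3674989 reads per library were counted on genes, with a median of 2483236 over the 13 libraries. A count of 1 in a library corresponds to 0.272 to 0.486 CPM, the count scaled to the library's total and its TMM factor. No molecular identifiers are described, so reads that copy the same molecule cannot be recognised. Standard errors and confidence intervals of log2 fold changes come from the fitted spread between embryos, while lower bounds on a fold change, which set a group with no more than 3 counts per library to 3 counts, cover counting error only.

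Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 13086 genes. Libraries were normalized by TMM, and a quasi-likelihood F test was made in a fit of all 13 libraries with a mean for each of the 4 groups and no covariate. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value ≤0.05 were called. The common biological coefficient of variation was 0.841 and the prior degrees of freedom were 15. Levels are CPM after TMM normalization, given as mean ± SD, and log2 CPM used a prior count of 2. The comparisons were KO against WT, cKO against flox, the average of these effects, their difference, and flox against WT. A comparison of the conditional with the constitutive cross was added after the result of flox against WT was seen.

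Single genes were also tested by exact permutation of the libraries of the 2 groups compared, two-sided, on the difference of mean log2 CPM. The 20 divisions of the KO and WT libraries allow no p under 0.1, and the 35 divisions of the cKO and flox libraries allow no p under 0.0286. Lists of genes were tested with limma 3.58.1, by camera with a preset correlation of 0.01, and by fry and camera with an estimated correlation beside it. The lists were the meiotic genes of the paper's qRT-PCR panel, genes of the glucocorticoid response and splicing factor genes that the paper names, genes of fetal oocytes and genes of somatic cells of the fetal ovary. Lists of Y-linked and erythroid genes were used only for their share of the counts.

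The genes named in the text were chosen by a rule set before the data were examined. It takes every gene the paper names for its mRNA, up to 5 genes in each direction with the lowest p-value in each comparison, and the gene with the lowest p-value in each of the authors' deposited tables. Genes within 5 Mb of *Nr3c1* were taken as a set, and the tests of this set were chosen only after the results were seen. Genes outside this rule are said to be named after their values were seen.

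The alternatives set before the data were examined were RLE and upper-quartile normalization, DESeq2 1.42.0 with its Wald test, limma's voom with and without sample quality weights, no filter beyond 1 count in all libraries together, at least 10 counts in every library, the fold change threshold of the Figure 2F legend, a fit of only the 2 groups compared, the replicate number as a block, and each library left out in turn. Adjustment over only the genes of the deposited comparison tables was added after the data were seen. Every other division of the same libraries into groups of the same sizes was also fitted, or 100 of them drawn with a fixed seed where there were more.

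The test was checked on simulated counts drawn from the real means, library sizes and fitted spread, with 200 genes changed by a known fold change from 1.5 to 16. Before the change, the groups compared shared 1 pooled mean per gene. Over 2400 changed genes in 12 simulations, edgeR called 630 genes, of which 605 were changed and 25 were not. Voom called 471, of which 20 were unchanged, and DESeq2 called 1122, of which 346 were unchanged. Folds of 8 and 16 were added after the data were seen. Overlap of genes, shares and tables were computed in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures were drawn with Matplotlib 3.10.9.

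The male libraries, the dexamethasone-treated embryos, the single-cell libraries and the qRT-PCR, blot and imaging data of the paper were not analysed here. A part of the results on single genes and on sets that hold them is not reported here.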

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

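The comparison of flox against WT was planned, while the comparison of the crosses and all tests of explanations in this part were chosen only after the results were seen.

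*Ubb* (ENSMUSG00000019505.7, chromosome 11 of mm10, 62551171 to 62553213), which encodes ubiquitin, was the only gene called between the 2 control groups, a comparison that the paper does not report. It had a log2 fold change of 6.09 for flox against WT (standard error 0.47, adjusted p = 3.68e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 400 genes had an unadjusted p-value under 0.05. All 7 libraries of the conditional cross had 897 to 1773 counts and all 6 of the constitutive cross had 7 to 46 counts. The means were 510 ± 133 CPM (SD, n = 7) and 9.36 ± 4.67 CPM (SD, n = 6), and between the crosses the log2 fold change was 5.77 (standard error 0.33, adjusted p = 3.96e-11 from the same test). As counts of called genes, 2 of the 10 divisions of the flox and WT libraries gave as many as the 1 gene of the real one, and 9 gave as many with an unadjusted p-value under 0.05. Between the crosses, 731 genes had an unadjusted p-value under 0.05. Other divisions were set against a fit with a mean for each cross in place of each group, in which the real division gave 1 called gene and 547 genes with an unadjusted p-value under 0.05, and 15 of 100 divisions gave at least 1 called gene and 13 gave as many as 547.

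Several explanations are excluded for *Ubb*. The lowest count of the conditional cross was 19.5 times the highest of the constitutive cross, while library totals differed by at most 1.79 times, which argues against depth or normalization. A change of the whole chromosome region is not seen, since 17 of the 21 tested genes within 1 Mb had a 95% interval below 2.89, the midpoint between 0 and the log2 fold change of *Ubb*. The Cre allele is not needed, since the flox embryos lack it and show the log2 fold change of 6.09 against WT. Loss of GR does not give it either, with a log2 fold change of 0.38 for KO against WT and −0.26 for cKO against flox. What stays open is tamoxifen, the strain or line, breeding and library batch, which cannot be told apart, because 0 libraries of the constitutive cross had tamoxifen and all 7 of the conditional cross did. A sequence variant or a second copy of *Ubb* in a strain or line may be behind the difference, but it was not tested.

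A library apart from the others in the cKO group, the only group of 4, was looked for in 26 measures, which are named genes, the library total and the number of genes detected. It was found in 4 of the 26, all of them genes, where chance gives 1.3 of 26. The gap of the outermost library over the range of the group was 0.837 for *Per1*, where cKO replicate 3 had 11 counts against 16 to 18. It was 1.0 for *Zbtb16*, where cKO replicate 2 had 5 counts against 0, and 0.831 for *Prpf31*, where cKO replicate 3 had 0 counts against 36 to 49. With all other libraries at 0 counts, the value of *Zbtb16* would be 1.0 for any count in cKO replicate 2. *Zbtb16* is thus among the 4 without showing a library apart. For *Rps19* it was 0.873, with 1638 counts in cKO replicate 2 against 1221 to 1324. Library depth does not account for these gaps, since the cKO totals differed by at most 1.15 times and the smallest ratio of counts was 1.24. Few captured molecules may account for such gaps, since 45.6% of genes with a mean of 20 to 50 counts had a library with 0 counts, although *Rps19* lies far above that range. The design gives no biological difference between cKO embryos, and none was tested.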

How the results depend on the processing

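The results in both deletion models held under most settings. For KO against WT and cKO against flox, 0 genes were called with RLE or upper-quartile normalization, voom with or without sample quality weights, at least 10 counts in every library, and a fit of only the 2 groups compared. Under these settings, 341 to 770 genes had an unadjusted p-value under 0.05 for KO against WT and 223 to 645 for cKO against flox. Adjustment over only the genes of the deposited comparison tables, an alternative chosen after seeing the data, also gave 0 and 0, with 190 and 107 genes at an unadjusted p-value under 0.05. *Ubb* was called for flox against WT under each of these settings except the filter of at least 10 counts in every library, which removes it. The fold change threshold of the Figure 2F legend can only remove calls, and it kept *Ubb*. The normalizations moved the median log2 fold change of all genes by at most 0.0293 in size.

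With DESeq2's Wald test, the number of called genes rose from 0 to 12 for KO against WT, 5 for cKO against flox, 14 for the average effect and 10 for the difference of the effects, and from 1 to 35 between the crosses. Without a filter on low counts, it was 15, 11, 17 and 8 for these 4 comparisons, 15 for flox against WT and 35 between the crosses. The cause was not tested for the latter, while DESeq2's calls are compared with simulated libraries under other observations. With at least 10 counts in every library, 1 gene, *Rpl23a*, was called for the average effect, where fewer genes were tested (6561), and 0 for flox against WT and 0 between the crosses (191 and 324 at an unadjusted p-value under 0.05). Adjustment over the genes of the deposited tables called 1 gene, *Rpl23a*, for the average effect and 2, *Ubb* and *Chd1l*, between the crosses, where fewer genes were tested (3598). *Chd1l* was named after its values were seen.

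With the replicate number as a block within each cross (replicate block), 4 genes were called for KO against WT, 3 for cKO against flox, 3 for the average effect and 2 for the difference. The numbers do not pair the samples, since the deviations of libraries with the same number in the same cross had correlations of −0.0232 to 0.0636 over 6 pairs. The cause of the calls was not tested. With the number as a replicate block across all libraries, flox against WT gave 1 gene.

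With all 13 libraries kept, the direction turned for 2 of the single genes followed, *Nr3c1* in KO and *Fkbp5* in cKO. The log2 fold change of *Nr3c1* in KO was 0.011 with RLE normalization, 0.012 with DESeq2 and 0.024 without the filter on low counts, and that of *Fkbp5* in cKO was 0.11 with voom and sample quality weights and 0.024 with the replicate block. The cause was not tested. Among genes with larger changes, *Rpl23a* in KO passed the threshold with DESeq2 (adjusted p = 0.0030), without the filter on low counts (adjusted p 0.00717) and with the replicate block, and its adjusted p ranged from 0.0030 to 0.914 over the alternatives and the fits that left out a library. *Rgl2* in KO passed it with DESeq2 (adjusted p 0.000364, range 0.000364 to 0.9993) and without the filter (0.0296), and it was not tested with at least 10 counts in every library or among the genes of the deposited tables, while *Rps19* passed it in the average effect with DESeq2 (adjusted p 0.00906, range 0.00906 to 1). *Rpl23a* in the average effect ranged from an adjusted p of 0.000245 to 0.542.

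Leaving out each of the 13 libraries in turn gave 0 to 2 called genes for KO against WT, with the 2 (*Acp1* and *Ablim1*, the latter named after its values were seen) only without WT replicate 3, and 0 for cKO against flox and for the difference of the effects (324 to 562 and 532 to 854 at an unadjusted p-value under 0.05). The average effect gave 0 to 1 genes, with *Rpl23a* called only without flox replicate 1. Flox against WT gave 1 to 4 genes and the crosses 1 to 11, with both of the highest numbers without WT replicate 3, and without KO replicate 3 the crosses gave 4. *Acp1* and *Ablim1* were among the 4 genes for flox against WT. In these fits directions also turned for larger changes. The log2 fold change of *Nr3c1* ran from −0.56 to 0.28 in KO (without KO replicate 3 and without KO replicate 2) and from −0.52 to 0.19 in cKO (without flox replicate 1 and without flox replicate 3). That of *Sycp1* ran from −0.046 to 0.16 in KO and from −0.065 to 0.29 in cKO, and that of *Smc1b* from −0.17 to 0.22 and from −0.094 to 0.27. For *Prdm9* it ran from −0.995 to 0.15 in KO (without WT replicate 3 and without WT replicate 1) and from −1.23 to −0.80 in cKO, and for *Dmc1* from −0.71 to 0.35 and from −0.70 to 0.36. For *Fkbp5* in cKO it ran from −0.23 to 0.26. The lowest values of *Sycp1* and *Smc1b* came without KO replicate 2 and without flox replicate 1. The log2 fold change of *Rpl23a* stayed between −2.31 and −1.99 in KO and between −1.32 and −0.85 in cKO, and that of *Ubb* for flox against WT between 5.76 and 6.62.

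For the lists of genes no camera p came under 0.05 when a library was left out. In KO the p ran from 0.484 to 0.9996 for the meiotic genes, from 0.174 to 0.766 for the glucocorticoid response, from 0.152 to 0.981 for the splicing factors and from 0.553 to 0.9993 for the somatic genes. In cKO it ran from 0.586 to 0.925 for the glucocorticoid response, from 0.178 to 0.987 for the splicing factors, from 0.134 to 0.901 for the somatic genes and from 0.486 to 0.901 for the oocyte genes. In each of these the direction of the list turned in at least 1 fit. The correlation of the KO and cKO effects across genes ran from −0.0151 (without flox replicate 3) to 0.0203 (without cKO replicate 2), and was 0.105 with at least 10 counts in every library.

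The depth and the spread between embryos limit what the counts of called genes can show. With the spread of the fit to only the 2 groups compared, the share of simulated 4-fold changes called for cKO against flox moved from 24.5% to 33.5%, and for KO against WT it was 24% in place of 27%. Changes of 2-fold were called in 0% to 0.5% of genes under either spread.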

Differences from the paper's values

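The paper's value is 0 differentially expressed genes both for KO against WT and for cKO against flox, and the recomputed values are 0 and 0, with 761 and 418 genes at an unadjusted p-value under 0.05. Of the alternatives set before the data were examined, 3 gave another number. DESeq2's Wald test gave 12 and 5 genes, no filter on low counts gave 15 and 11, and the replicate block gave 4 and 3. The others gave 0 in both comparisons (the fold change threshold of the Figure 2F legend can only remove genes), except that without WT replicate 3 the KO comparison gave 2.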

Other observations

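The average and the difference of the KO and cKO effects, the correlation between them and the test of *Nr3c1* were planned, while all other tests in this part were chosen only after the results were seen.

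The paper states that total *Nr3c1* transcript was depleted in single-cell RNA-seq of E15.5 KO ovaries, an earlier stage that was not analysed here. Those libraries were also made with a 3' kit. The paper further reports by immunofluorescence that E17.5 KO ovaries lack GR protein. In the E17.5 libraries, loss of the whole transcript is excluded, since the lower 95% limit of the log2 fold change of KO against WT was −1.11. Background reads at the density seen on 1315 olfactory and vomeronasal receptor genes would give 5.33 counts per library. This is 4.05% of the mean of 132 observed, so a background of that density is not the source of the counts. Those genes were taken as not expressed in germ cells. They cannot show how many reads come from introns of a transcribed gene, so such reads are not excluded. Reads at the 3' end of a transcript that lacks exon 3 may account for the counts, since at least 3475 bp of transcript lie between exon 3 and the 3' end, but counts per gene cannot decide this. The 3' kit of the single-cell libraries could read such a transcript too, so the difference from the paper's depletion stays open. The exact permutation test of KO against WT (two-sided, p = 0.9) does not tell exchanged labels apart from unchanged 3' counts. The primers that the paper lists as spanning exon 2–3 match exon 3 and the junction of exons 3 and 4 in the annotated transcripts with 9 exons, with a product of 135 bp.

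The numbers of called genes were compared with those from other divisions of the same libraries. Where the real division called 0 genes, every division gives at least as many, so the 10 of 10 for KO against WT, the 35 of 35 for cKO against flox and the 100 of 100 for the average and for the difference of the effects decide nothing, and the numbers of genes with a low unadjusted p-value were compared. For KO against WT, 5 of 10 gave as many as the real 761 genes with an unadjusted p-value under 0.05, where the 10 divisions allow no share under 0.1. For cKO against flox, 27 of 35 divisions gave as many as 418 genes with an unadjusted p-value under 0.05. The average of the KO and cKO effects had 0 called genes and 699 with an unadjusted p-value under 0.05, and 39 of 100 relabelings within the crosses gave as many as 699. The difference between the effects had 0 and 574, and 81 of 100 relabelings gave as many as 574. The lowest adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0887 for the average effect, in *Rpl23a* (log2 fold change −1.61), and 0.9999 for the difference, in *Vopp1*.

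DESeq2 called 12 genes for KO against WT and 5 for cKO against flox, where edgeR called 0. In simulated libraries with the fitted spread and 200 genes changed 1.5-fold, DESeq2 called 10 unchanged genes in the first comparison and 5 in the second, and edgeR and voom called 0. Calls of genes without a change may therefore account for a number of this size. The gene sets were not the same, since DESeq2 tested 13086 genes in each of these simulations but 15148 and 21551 in the real libraries. Of the genes DESeq2 called in the real libraries, 9 and 5 had a library with 0 counts.

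The spread between libraries of the same group was far above that of independent reads. The median ratio of variance to mean was 17.3 in the class of lowest counts, where independent reads give 1, and several reads from each captured molecule may account for this. Differences between embryos of a fixed relative size would make the ratio grow with the mean, but it rose 1.36 times from means of 5 to 10 counts to means of 100 to 200 counts, while the mean rose 19.9 times, so such differences are not the main part of the spread in this range.

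Reads over more than 1 gene may have been left out without regard to strand, since 673 of the 673 protein-coding genes that lie only inside genes of the opposite strand had 0 counts. Lack of expression would not explain this, since 30.7% of protein-coding genes that overlap no other gene had 0 counts. *Sycp3* and *Xist*, each overlapped by other genes over its whole interval, are among the genes with 0 counts.

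Across the 13086 tested genes, which are not independent replicates, the log2 fold changes of KO against WT and cKO against flox had a Pearson r of 0.00579 and a Spearman rho of 0.0359. The same sign was found for 52.2% of genes. From differences of mean log2 CPM, r was 0.0311, and 32 of 100 relabelings within the crosses gave an r as large in size. Groups that do not overlap were found for 1238 genes in the KO comparison (9.46%, where chance gives 10%) and for 650 genes in the cKO comparison (4.97%, where chance gives 5.71%). In both comparisons and in the same direction, 45 genes were separated, 32 lower and 13 higher, and 24 in opposite directions, where 37.4 are expected by chance for each. The median over 100 relabelings, the real labels among them, was 31, and 14 of them gave as many as 45. As many as 32 lower genes were given by 3 of 100, a direction that was looked at only after the values were seen. For the 45 genes together, a shared effect of GR loss on many genes and chance cannot be told apart, and the highest number under relabeling was 73. A difference as large as the 21 between 45 and 24, in either direction, was given by 16 of 100.

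*Rpl23a* was lower in both deletion models without passing the threshold in either under the main settings. In KO it passed with DESeq2, without the filter on low counts and with the replicate block, and in cKO it passed under no alternative. The annotated pseudogenes of *Rpl23a* changed by −0.0533 CPM in KO while *Rpl23a* fell by 109.9 CPM, so the counts show no move of reads to them. Only 2 of the 14 listed pseudogenes had any counts, at 0 to 6. Reads that moved to a pseudogene without being counted would therefore not show, and such a move is not excluded. Reads left out where *Rpl23a* overlaps other genes, and an effect of GR loss on this gene, stay open and were not tested further.

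The 69 tested genes within 5 Mb of *Nr3c1* gave a p of 0.000543 in fry's test for changes in either direction for KO against WT, with 9 genes (13%) at an unadjusted p-value under 0.05. Of 189 windows of as many genes along the genome, 5 gave a p as low. For the average effect the p was 0.000149, with 2 of 189 windows as low, and for cKO against flox it was 0.592, with 69 of 189. Sequence or regulatory variants carried along with the targeted allele may be behind the KO value, but the sequence of the region was not used here to test it. For a variant shared by the floxed and the deleted allele, flox against WT gave a p of 0.504 in the same test, with 49 of 189 windows as low. This gives no support for it, and a high p by itself does not exclude it.

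Single libraries stood apart in some measures. On the first principal component of log2 CPM, which holds 11.7% of the variance, KO replicate 3 was at 143 and the other libraries between −33.5 and 28.4. Mitochondrial ribosomal RNA summed to 101500 CPM in KO replicate 3, with the next library at 81410 CPM and a median of 55340 CPM. No explanation was tested for these values.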
